# The Perlman syndrome DIS3L2 exoribonuclease safeguards endoplasmic reticulum-targeted mRNA translation and calcium ion homeostasis

**DOI:** 10.1038/s41467-020-16418-y

**Published:** 2020-05-26

**Authors:** Mehdi Pirouz, Chih-Hao Wang, Qi Liu, Aref G. Ebrahimi, Farnaz Shamsi, Yu-Hua Tseng, Richard I. Gregory

**Keywords:** Mechanisms of disease, Endoplasmic reticulum, Non-coding RNAs, Translation, Embryonic stem cells

## Abstract

DIS3L2-mediated decay (DMD) is a surveillance pathway for certain non-coding RNAs (ncRNAs) including ribosomal RNAs (rRNAs), transfer RNAs (tRNAs), small nuclear RNAs (snRNAs), and RMRP. While mutations in *DIS3L2* are associated with Perlman syndrome, the biological significance of impaired DMD is obscure and pathological RNAs have not been identified. Here, by ribosome profiling (Ribo-seq) we find specific dysregulation of endoplasmic reticulum (ER)-targeted mRNA translation in DIS3L2-deficient cells. Mechanistically, DMD functions in the quality control of the 7SL ncRNA component of the signal recognition particle (SRP) required for ER-targeted translation. Upon DIS3L2 loss, sustained 3’-end uridylation of aberrant 7SL RNA impacts ER-targeted translation and causes ER calcium leakage. Consequently, elevated intracellular calcium in DIS3L2-deficient cells activates calcium signaling response genes and perturbs ESC differentiation. Thus, DMD is required to safeguard ER-targeted mRNA translation, intracellular calcium homeostasis, and stem cell differentiation.

## Abstract (web summary)

The DIS3L2 exonuclease degrades aberrant 7SL RNAs tagged by an oligouridine 3′-tail. Here the authors analyze *DIS3L2* knockout mouse embryonic stem cells and suggest that DIS3L2-mediated quality control of 7SL RNA is important for ER-mediated translation and calcium ion homeostasis.

## Introduction

While surveillance of protein-coding messenger RNAs (mRNAs) and mechanisms of nonsense-mediated decay (NMD) have been extensively investigated, little is known about quality control processes for non-coding RNAs (ncRNAs). DIS3L2-mediated decay (DMD) was recently identified as a surveillance pathway for certain ncRNAs, including ribosomal RNAs (rRNAs), transfer RNAs (tRNAs), small nuclear RNAs (snRNAs), microRNAs (miRNAs), and RNA component of mitochondrial RNA processing (RMRP)^1–13^. These aberrant ncRNAs are oligouridylated by the terminal uridyl transferases (TUTases) TUT4 (also known as ZCCHC11, and TENT3A) and TUT7 (ZCCHC6, or TENT3B), and subsequently degraded by the 3′–5′ exoribonuclease DIS3L2. Accordingly, DMD was implicated in a variety of cellular and physiological processes, including miRNA biogenesis and stability^1,11,14–16^, rRNA maturation^9,13^, mRNA degradation and apoptosis^17–19^, cell proliferation^20–23^, differentiation^14,15^, and gametogenesis^24^, as well as alternative splicing^22^. DIS3L2 binds to and degrades RNA species that are tagged by poly-uridine 3′ tails—a RNA modification that is catalyzed by the cytoplasmic TUTases^1,5,7,11,25^. Increasing evidence supports that this tag marks highly structured ncRNAs with imprecise 3′ ends for degradation, which could otherwise impair their proper folding and/or formation of multi-subunit ribonucleoprotein complexes^7–10,12^. One of the highly enriched ncRNAs in DIS3L2 immunoprecipitation (IP) experiments is the 7SL RNA component of the signal recognition particle (SRP) complex involved in endoplasmic reticulum (ER)-targeted mRNA translation^7,12^. While mutations in *DIS3L2* are associated with Perlman syndrome^20^, the biological significance of impaired DMD for aberrant ncRNAs, including 7SL RNA, is obscure and pathological RNAs have not been identified^18,21,24,26^. Moreover, DMD contribution to mRNA translation has not been addressed so far.

Eukaryotic ER bound to translating ribosome machineries (also referred to as rough ER, or RER) is the main organelle responsible for coordinated biogenesis, folding, post-translational modification, and sorting of membrane-associated, secretory, and extracellular proteins^27–29^. Moreover, ER, with its unique architecture stretching from the nuclear envelope to the cell membrane^30^ functions as a main intracellular storage reservoir for calcium ions (Ca^2+^), responds to environmental cues and developmental signals and is involved in stress sensing in eukaryotic cells^31–34^. The biogenesis of several secreted growth factors and hormones, as well as membrane-localized signaling receptors, metabolites and ion channels, rely on ER-associated mRNA translation (reviewed in ref. ^35^). Among other pathways, SRP-dependent recruitment of ribosome-bound mRNAs to the ER translocons is a major first step towards the final destination of the encoded proteins^36–41^. SRP itself is an evolutionarily conserved ribonucleoprotein complex comprising of the RNA polymerase III-encoded 7SL RNA as well as six protein subunits: SRPs 72, 68, 54, 19, 14, and 9 in eukaryotes. Notably, disruption of SRP complex results in dysregulation of ER-associated mRNA translation and secretory protein sorting^39^, suggesting the significance of intact SRP complex for normal secretory and membrane proteins. ER-targeted mRNA translation starts with cytosolic ribosomes bound to respective mRNAs that stall upon translation of the signal peptide in the amino-terminus of the nascent polypeptide^40,42^. Signal peptide recognition and binding by SRP is essential for this stall and for recruitment of the mRNA to the ER membrane. Perturbation of SRP abrogates ER-targeted mRNA translation and results in inhibition of protein sorting or protein secretion^39,43,44^, as well as increased calcium leakage from the ER translocon^45,46^.

In this study, we reveal a key role for DMD-mediated quality control of 7SL RNA. In the absence of DIS3L2, the aberrant uridylated 7SL RNA inhibits the function of the SRP that leads to defective translation of secreted and transmembrane proteins at the ER and compromised ER-targeted calcium homeostasis. Consequently, embryonic stem cell (ESC) differentiation including that towards the renal lineage is perturbed, reminiscent of the renal abnormalities in Perlman syndrome patients^20^.

## Results

### DIS3L2 is specifically required for ER-targeted mRNA translation

We set out to simultaneously study mRNA expression and mRNA translation efficiency (TE) in *DIS3L2* knockout mouse ESCs (mESCs) using ribosome profiling (Ribo-seq)^47^. Consistent with previous reports^4,12^, DIS3L2 loss did not affect global mRNA expression levels. Strikingly however, altered translation of many mRNAs was detected by changes in the abundance of ribosome-protected fragments (RPFs) (Fig. 1a, Supplementary Fig. 1a, and Supplementary Data 1). TEs of hundreds of mRNAs were significantly changed (at least 2-fold) in *DIS3L2* knockout cells compared to control ESCs (Fig. 1b). Gene ontology (GO) analysis of translationally downregulated mRNAs showed enrichment of membrane- and ER-localized transcripts, both of which utilize ER-associated mRNA translation for protein synthesis, whereas translationally upregulated transcripts were associated with the mitochondria (Fig. 1c). Since the connection between DIS3L2 function and mitochondrial physiology has been previously established^17,18^, we chose to focus on the role of DIS3L2 in ER-associated protein synthesis. For the translationally downregulated mRNAs, we observed decreased RPFs throughout the coding regions (CDS) of the mRNAs, yet interestingly, we noticed a specific accumulation of RPFs at the 5′ end of the respective CDS (Fig. 1d), consistent with the observation that signal peptides are typically contained at the termini of respective proteins^48^. In contrast, RPFs of translationally upregulated mRNAs were uniformly increased throughout CDS (Supplementary Fig. 1b). Using three independent tools (Phobius^49^, SignalP^50^, TMHMM^51^), significantly more transmembrane or signal peptide-containing proteins were detected among the transcripts with downregulated translation in knockout cells (Fig. 1e). These results suggest that in *DIS3L2* knockout cells, translation of some of the ER-associated mRNAs is stalled at the sequences that encode signal peptide.

**Fig. 1:**
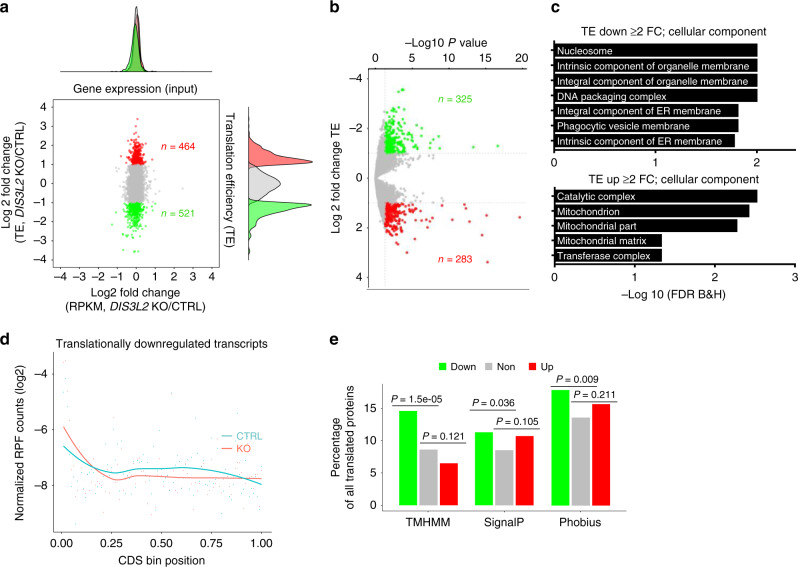
Dysregulated ER-targeted mRNA translation upon DIS3L2 loss. **a** Scatter plot representing mRNA expression (input) and translation efficiency [ribosome-protected fragments (RPFs) abundance in *DIS3L2* knockout cells compared to heterozygote cells as control (CTRL)]. Translationally up- and downregulated genes (≥2-fold change) are marked in red and green, respectively. **b** Scatter plot representing significant perturbation of translation efficiency upon DIS3L2 loss. *P* values are from two-sided Wald tests (DESeq2) and *P* value adjustments were made for multiple comparisons. **c** Gene ontology analysis of translationally dysregulated mRNAs in the *DIS3L2* knockout mESCs. **d** Overall distribution of RPFs among translationally downregulated mRNAs. **e** Significant over-representation of transmembrane and/or signal sequences containing transcripts among translationally downregulated mRNAs (*P* values are from two-sided Fisher’s exact tests).

Metabolic labeling (^35^S methionine labeling) of de novo synthesized proteins revealed specifically reduced levels of secreted proteins in the culture media (but not in the cell lysates) of *DIS3L2* knockout cells (Fig. 2a, Supplementary Fig. 2a). Chemical inhibition of the sarco/ER Ca^2+^ ATPase by thapsigargin treatment^52^ suppressed de novo protein synthesis to a greater extent in *DIS3L2* knockout cells than in control cells (Fig. 2b), suggesting compromised ER-mediated calcium homeostasis upon DIS3L2 depletion. To directly assess ER-targeted mRNA translation, we used a specific luciferase reporter (GLuc) that is secreted from the cells and accumulates in the culture media^53^. Secreted luciferase (but not other luciferase reporters, Fig. 2f) was produced at a significantly lower level in DIS3L2-depleted mESCs (Fig. 2c). Re-expression of WT DIS3L2, but not the catalytic mutant protein, rescued the relative levels of secreted luciferase in the knockout cells (Fig. 2d). The specific requirement for DIS3L2 for expression of the secreted luciferase reporter was also detected in different human cell lines (Fig. 2e). Next, to investigate the signal peptide sequence requirement for defective ER-targeted translation in the absence of DIS3L2, we engineered dual luciferase reporters containing *Firefly* (as an internal control) and *Renilla* luciferases with or without ER-specific signal peptide (from *Insulin* mRNA) and an ER-retention signal, KDEL (http://signalpeptide.de). Assessing luciferase activities of these and the parental reporters in the lysates and the supernatant samples obtained from control and *DIS3L2* knockout mESCs showed that defective protein translation in *DIS3L2* knockout cells depends on the presence of the signal peptide-coding sequence at the 5′ end of the luciferase reporter. Also, removal of the KDEL signal from the 3′ end of the reporter direct luciferase reporters more effectively to the supernatant and diminishes their detection in the lysates, thereby underscoring the robustness and sensitivity of our reporter systems (Fig. 2f). Notably, no tangible changes were observed in the mRNA expression of transfected luciferase reporters in *DIS3L2* knockout cells (Supplementary Fig. 2b–e). These results highlight the specific requirement of DIS3L2 for normal ER-targeted translation of a subset of mRNAs encoding transmembrane or secreted proteins.

**Fig. 2:**
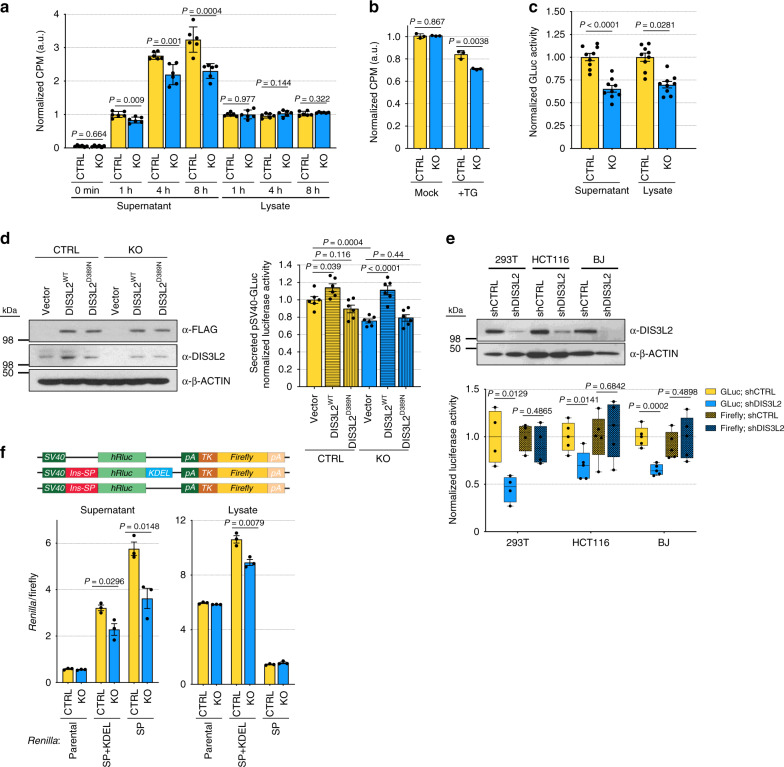
DIS3L2 is specifically required for ER-targeted mRNA translation. **a** Quantification of de novo protein synthesis in cell supernatants or lysate samples using metabolic labeling. Bars representing mean ± SEM and *P* values (unpaired two-tailed Student’s *t* test, 0.95 confidence intervals; *n* = 6 independent experiments) are shown. **b** Quantification of the de novo protein synthesis after TG treatment using metabolic labeling. Bars represent mean ± SEM and *P* values (unpaired two-tailed Student’s *t* test, 0.95 confidence intervals; *n* = 3 independent experiments) are indicated. In **a**, **b**, CPM represents counts per minute. **c** Normalized GLuc luciferase activity in the supernatant or cell lysates. Bars representing mean ± SEM and *P* values (unpaired two-tailed Student’s *t* test, 0.95 confidence intervals; *n* = 9 independent experiments) are indicated. **d** Left panel showing Western blot and right panel showing normalized activity of secreted GLuc reporter after over-expression of DIS3L2 proteins. Bars representing mean ± SEM and *P* values (unpaired two-tailed Student’s *t* test, 0.95 confidence intervals; *n* = 6 independent experiments) are indicated. **e** Upper panel: Western blot analysis of DIS3L2 expression in different human cell lines stably depleted of DIS3L2; lower panel: normalized activities of ER (GLuc) and cytosolic (*Renilla*) luciferases after *DIS3L2* knockdown [*n* = 4 independent experiments (293T cells); *n* = 5 independent experiments (HCT116 cells) and *n* = 5 independent experiments for BJ cells]. Minimum, maximum, median, and boxes extending from the 25th to 75th percentiles are represented. *P* values (unpaired two-tailed Student’s *t* test, 0.95 confidence intervals) are shown. Boxes mark minimum to maximum values. **f** Upper panel: Schematic representation of dual luciferase reporters psiCHECK-2 (parental), 5′-end signal peptide/3′-end KDEL-tagged (SP + KDEL), and only 5′-end signal peptide tagged (SP), respectively; lower panels: normalized activity of indicated luciferase reporter in the supernatants or lysate samples from control or *DIS3L2* knockout mESCs. Bars representing mean ± SEM and *P* values (unpaired two-tailed Student’s *t* test, 0.95 confidence intervals; *n* = 3 independent experiments) are indicated. Source data are provided as a Source data file.

### DIS3L2-mediated quality control of 7SL ncRNA

DMD is involved in the quality control of several structured ncRNAs^4,7,10,12,21,24^. While DIS3L2 has been implicated in the surveillance of rRNAs, since we found no change in steady-state rRNAs levels, bulk translation as measured by polysome analysis^9^ or metabolic labeling (Fig. 2a), or requirement for DIS3L2 for the translation of non-secreted luciferase reporters (Fig. 2f), we considered that rRNA is unlikely to account for the observed specific defect in ER-targeted translation. We next explored whether defects in certain tRNAs might contribute to the defective translation detected in DIS3L2-deficient cells. Using our Ribo-seq data and published CLIP-seq results on DIS3L2-targeted tRNAs^12^, we performed an analysis of codon usage frequencies in *DIS3L2* knockout mESCs. This showed no codon exclusion or preference associated with these potentially misprocessed tRNAs (Supplementary Figs. 3 and 4), which suggests that it is unlikely that impaired ER-targeted translation in *DIS3L2* knockout cells is caused by defective tRNA incorporation into ribosomes. Instead, due to a direct involvement of the 7SL RNA component of the SRP complex on ER-targeted translation^40,42^, we sought to systematically determine whether defective ER translation is due to a role for DIS3L2 exoribonuclease in the quality control of 7SL RNA. Rapid amplification of complementary DNA (cDNA) ends from circularized RNAs (cRACE)^8^ was used to precisely characterize the 3′ end of the 7SL RNA in DIS3L2-depleted cells. This showed extensive 3′-end uridylation in DIS3L2-bound transcripts (Fig. 3a), which are mostly truncated from the canonical 3′ end of 7SL RNAs (Fig. 3b). Logistic regression analysis of DIS3L2-bound 7SL RNAs determined a significantly positive correlation between the 7SL RNA 3′-end truncation and the probability of 3′-end uridylation, further underscoring the quality control function of DIS3L2, especially for truncated and thus aberrant 7SL RNAs (Fig. 3c).

**Fig. 3:**
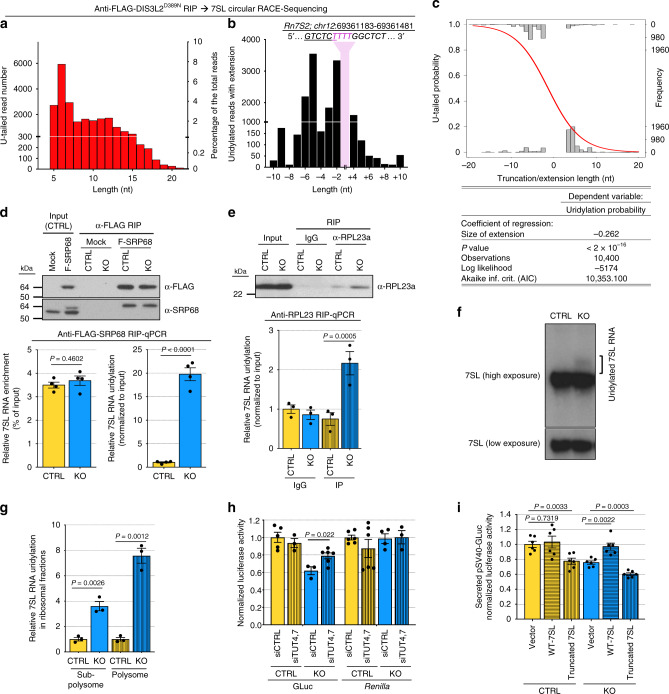
DIS3L2-targeted quality control of 7SL. **a** cRACE analysis of DIS3L2-bound 7SL RNAs in knockout cells revealing extensive 3′-end uridylation. **b** cRACE analysis of DIS3L2-bound 7SL RNAs in respect to its canonical 3′ end (underlined). Note that most of the reads end before the canonical end. Nucleotides from mature 7SL RNA or genomic extensions that are transcribed into uridine are marked in magenta and excluded from the analysis. **c** Logistic regression analysis of U-tailed occurrence in respect to 7SL RNA truncation or genomic extension. **d** Co-precipitation of 7SL RNA with ectopically expressed FLAG-SRP68 (F-SRP68) protein analyzed by qRT-PCR. Upper panel showing Western blot. Lower left panel: Equal enrichment of 7SL RNA in FLAG-SRP68 precipitates from knockout and control samples; lower right panel: relative uridylation of 7SL RNA in corresponding samples. Bars represent mean ± SEM and *P* values (unpaired two-tailed Student’s *t* test, 0.95 confidence intervals; *n* = 4 independent experiments). **e** Enrichment of uridylated 7SL RNA in RPL23a-IP samples in *DIS3L2* knockout samples. Upper panel showing Western blot and lower panel showing qRT-PCR. Bars representing mean ± SEM and *P* values (unpaired two-tailed Student’s *t* test, 0.95 confidence intervals; *n* = 3 independent experiments) are indicated. **f** Northern blot analysis of 7SL RNA expression in total RNA samples from control and *DIS3L2* knockout cells. Slow migrating uridylated 7SL RNA species are marked. This experiment was repeated thrice independently with similar results. **g** qRT-PCR analysis showing a significant accumulation of uridylated 7SL RNA in the subpolysome and specially polysome fraction of *DIS3L2* knockout cells. Bars representing mean ± SEM and *P* values (unpaired two-tailed Student’s *t* test, 0.95 confidence intervals; *n* = 3 independent experiments) are indicated. **h** Normalized activity of GLuc and Renilla (from TK vector) reporters in DIS3L2 knockout mESCs, and the effect of TUTases depletion on these two reporters. Bars represent mean ± SEM. *P* values (unpaired two-tailed Student’s *t* test, 0.95 confidence intervals) are shown (*n* = at least three independent experiments). KO represents *DIS3L2* knockout mESCs and CTRL represents heterozygous control mESCs. **i** Normalized secreted luciferase activity following forced expression of full-length (WT) or truncated 7SL RNAs (*n* = 6 independent experiments). Bars representing mean ± SEM and *P* values (unpaired two-tailed Student’s *t* test, 0.95 confidence intervals) are shown. Source data are provided as a Source data file.

IP of FLAG-SRP68 protein and quantitative real-time PCR (qRT-PCR) showed uridylated 7SL RNA to be associated with the SRP (Fig. 3d), and IP of a ribosomal protein showed that uridylated 7SL RNA accumulates in ribosomes (Fig. 3e) in knockout mESCs. Northern blot analysis of total RNA samples showed accumulation of uridylated 7SL RNA in DIS3L2-deficient mESCs (Fig. 3f). Moreover, sucrose gradient centrifugation and qRT-PCR showed the presence of uridylated 7SL RNA in subpolysome and especially in polysomes in DIS3L2-deficient ESCs (Fig. 3g). Notably, defective ER-targeted translation in *DIS3L2* knockout cells was (at least partially) rescued by knockdown of the TUTases, TUT4/7, that mediate 7SL RNA uridylation (Fig. 3h, Supplementary Fig. 5a, b). Finally, forced expression of truncated 7SL RNA (Fig. 3i, Supplementary Fig. 5c–e) inhibited ER-targeted translation of the luciferase reporter mRNA, whereas over-expression of full-length [wild-type (WT)] 7SL RNA could rescue the defective ER-targeted luciferase translation in *DIS3L2* knockout cells (Fig. 3i), which strongly supports the requirement of the DMD pathway in the surveillance of 7SL RNA and for ER-targeted mRNA translation.

### Impaired intracellular calcium storage and insulin release upon DIS3L2 loss

Consistent with our Ribo-seq, metabolic labeling, and reporter assays showing defective ER-targeted translation, we found decreased calcium levels in the ER of *DIS3L2* knockout cells with corresponding increased calcium ion (Ca^2+^) concentration in the cytosol. This dysregulation of calcium homeostasis mainly resulted from the increased calcium leakage from the ER. Inhibition of translation elongation by anisomycin treatment was shown to lock the translocon in a Ca^2+^-impermeable configuration^45,54^. Interestingly, anisomycin treatment alleviated ER calcium leakage in *DIS3L2* knockout cells (Fig. 4a). Stimulation of ER calcium release using chemicals targeting different calcium channels further supports defective ER calcium mobilization in DIS3L2-depleted cells (Fig. 4b–e). While ER-targeted translation and ER function in intracellular calcium homeostasis are interconnected processes, our findings suggest that (i) DIS3L2 safeguards ER-targeted translation of transmembrane and secretory proteins and (ii) upon DIS3L2 depletion, the defective/delayed ER translation may cause ER calcium leakage an imbalanced intracellular localization of calcium.

**Fig. 4:**
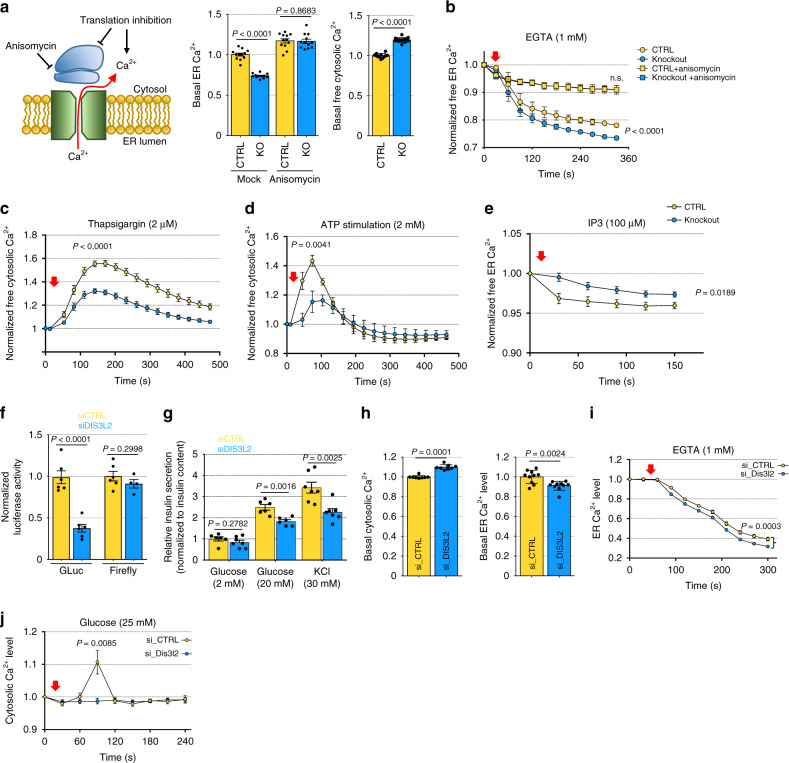
Impaired intracellular calcium storage upon DIS3L2 loss. **a** Left panel: Schematic representation of increased ER calcium leakage through ER membrane-localized translocon (shown in green) upon translation inhibition (perhaps by DIS3L2 loss). Basal free ER (middle) and cytosolic (right) Ca^2+^ levels are shown in the middle and right panels, respectively (*n* = 12 independent experiments). Bars representing mean ± SEM and *P* values (unpaired two-tailed Student’s *t* test, 0.95 confidence intervals) are indicated. **b**–**e** ER calcium leakage in mESCs pretreated with or without anisomycin (*n* ≥ 8). In **b**, note the overlapping values for control and knockout cells treated with anisomycin. Normalized free cytosolic Ca^2+^ measured after treatment with thapsigargin (**c**) or ATP (**d**). **e** ER calcium release in mESCs upon IP3 stimulation (in **b**–**e**, *n* = 10 independent experiments). Red arrows indicate the time of chemical treatments. **f** Normalized luciferase activity of indicated reporters in Min6 cells (*n* = at least four independent experiments). **g** Relative insulin secretion levels in Min6 cells upon glucose or potassium stimulations (*n* = 6 independent experiments). **h** Basal free ER (left) and cytosolic (right) Ca^2+^ levels in Min6 cells transiently transfected with indicated siRNAs (*n* = 8 independent experiments). **i** ER calcium leakage in DIS3L2-depleted Min6 cells (*n* = 10 independent experiments); red arrow indicates the time of EGTA treatment. **j** Cytosolic calcium levels upon high glucose stimulation of siDIS3L2-transfected Min6 cells (*n* = 10 independent experiments); red arrow indicates the time of glucose stimulation. Bars represent mean ± SEM. *P* values (unpaired two-tailed Student’s *t* test, 0.95 confidence intervals). Source data are provided as a Source data file.

Insulin secretion is a complex physiological process that relies on delicate regulation of calcium intracellular concentration. To test the effect of DIS3L2 loss on hormone secretion, we used Min6 cells as an in vitro model of pancreatic β-cells^55,56^. Min6 cells sense increased glucose levels and metabolize glucose, which in turn leads to increased ATP/ADP level that triggers closure of a potassium channel. This causes cell membrane depolarization, calcium ion influx, and finally insulin secretion. Upon transient DIS3L2 depletion, ER-targeted translation (Fig. 4f) and glucose-stimulated insulin secretion (Fig. 4g) were attenuated in Min6 cells. Moreover, upon bypassing glucose-sensing steps in Min6 cells by KCl administration, again DIS3L2-depleted cells failed to effectively secrete insulin (Fig. 4g). *DIS3L2* knockdown in Min6 cells caused ER calcium depletion and increased cytosolic calcium (Fig. 4h), as well as increased calcium leakage from the ER (Fig. 4i) similar to *DIS3L2* knockout mESCs, suggesting a common defect in the regulation of calcium homeostasis. Finally, in contrast to control cells, DIS3L2-depleted Min6 cells failed to increase cytosolic calcium level upon glucose stimulation (Fig. 4j). This highlights the requirement of DIS3L2 for endogenous protein secretion, at least partially through its role in ER-targeted translation to prevent calcium leakage from the ER.

### DIS3L2 is required for normal embryonic stem cell differentiation

Regulation of calcium signaling is critical for proper stem cell differentiation and organ development, and its perturbation leads to malignancy and transformation^57–59^. Moreover, phenotypic analysis of *DIS3L2* knockout animal models or Perlman syndrome^26^ has suggested a differentiation failure in the renal lineage, although the molecular mechanism contributing to this phenotype is obscure. To elucidate the effect of DIS3L2 loss and calcium homeostasis in stem cells and during renal differentiation, we utilized spontaneous and renal lineage-directed in vitro differentiation of DIS3L2-depleted mESC line (Supplementary Fig. 6a) carrying renal-specific Osr1-GFP reporter^60^. Similar to *DIS3L2* knockout ESCs, stable *DIS3L2* knockdown using specific short hairpin RNA (shRNA) led to TUTase-dependent downregulation of ER-targeted translation as measured by GLuc reporter (Supplementary Fig. 6b). *DIS3L2* knockdown had no tangible effect on pluripotency of the mESCs, as was evident by normal proliferation, pluripotency marker expression, and their clonogenicity as compared to isogenic control knockdown ESCs (Supplementary Fig. 6c–e). However, DIS3L2 deficiency resulted in the formation of larger embryoid bodies (EBs) during spontaneous ESC differentiation (Fig. 5a, b). High-throughput sequencing of PolyA^+^ RNAs, hierarchical clustering, and principal component analysis (PCA) of RNA-sequencing data revealed extensive changes in mRNA expression of DIS3L2-deficient cells, especially at the later stages of EB differentiation (Fig. 5c–e, Supplementary Data 2 and 3). Moreover, consistent with defective ESC differentiation, dissociation and replating of cells from EBs at day 12 (d12) in the presence of leukemia inhibitory factor (LIF) and serum generated ESC colonies in DIS3L2-depleted cultures, but not in control knockdown ESCs (Fig. 5f). 

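RNA from embryoid bodies (EBs), aggregates in which mouse ESCs differentiate spontaneously, was sequenced from 2 lines, 1 expressing an shRNA against DIS3L2 (shDIS3L2) and the control line expressing an shRNA against LacZ (shLacZ). Each line was sampled in the undifferentiated state (d0) and at d2, d4, d6, d8, d10 and d12, which gave 14 libraries, 1 per line and day. The authors aligned the reads to GRCm38 (Ensembl release 88), counted them per gene with featureCounts and deposited the counts without normalization. The count table lists 50686 genes. A second deposited table holds edgeR counts normalized to the library total (CPM) of protein-coding genes alone, without 5758 of the 21939, and its values equal the CPM of the counts plus 0.25 over the genes it lists. Between 7178712 and 39888099 reads per shLacZ library were counted on genes, with a median of 13304344, and between 10610122 and 26476988 per shDIS3L2 library, with a median of 20695661. The larger library of a day held 2.88 times the reads of the smaller at d4 and 2.56 times at d10, and at most 1.51 times on the other days. With 1 library per line and day, the difference on a single day has no replicate check and no p-value. Each fold is given with the 95% Clopper-Pearson interval of the ratio of reads of the 2 libraries, which covers counting error only and compares those libraries, not the lines. The floor was 3 counts, and a gene at or below it in 1 library is given as at least N-fold changed. CPM was recomputed here with library totals over all genes, so its denominator differs from that of the deposited CPM values, which is the total of the listed protein-coding genes.
Dis3l2 (ENSMUSG00000053333, chromosome 1, 86703808 to 87050095 of GRCm38) was counted at 28.7 CPM in shLacZ and 3.93 CPM in shDIS3L2 at d0, so that shDIS3L2 held 13.7% of the shLacZ level (95% interval 11.1 to 16.7%). The percentage was 28.1% (22.2 to 35.2%) at d2, 32.1% (25.4 to 40.4%) at d4 and 55.2% (44.9 to 67.5%) at d6. At d8 it was 97.1% (83.7 to 113%) and at d10 94.99% (78.8 to 115%), so that on these 2 days a lower level of Dis3l2 was not detectable in the libraries labelled shDIS3L2. It was 75.5% (60.9 to 93.4%) at d12. In an edgeR quasi-likelihood fit over the 7 days with day as a block, the log2 fold change of Dis3l2 was -1.08 (standard error 0.30, Benjamini-Hochberg adjusted p = 0.0599), and the ratio was below 1 on each of the 7 days, although not detectably so at d8 and d10. DESeq2 gave -1.05 over the same days (adjusted p = 0.0068), with 16551 genes tested where edgeR tested 20050, and over the alternatives and the fits without 1 day the adjusted p of edgeR and DESeq2 lay between 0.0068 and 1.00. The days are 1 library each of 1 series and are not biological replicates.

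**Figure D1:**
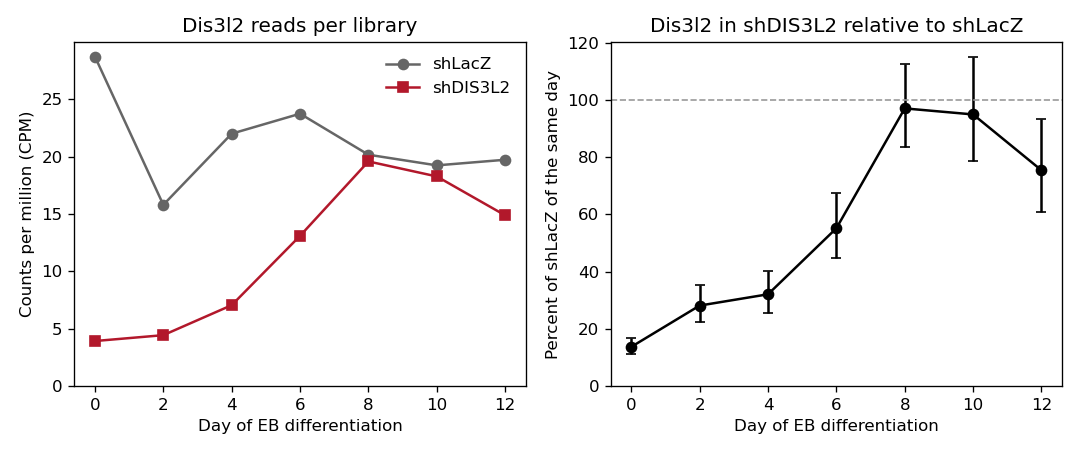
CPM of Dis3l2 by day of EB differentiation in the 14 libraries (left; shLacZ gray circles, shDIS3L2 red squares) and shDIS3L2 as a percentage of shLacZ of the same day (right; bars are 95% Clopper-Pearson intervals, the dashed line is 100%). The percentage rises from 13.7% at d0 to 97.1% at d8.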

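The paper counted genes at least 3-fold changed (Fig. 5c). With this criterion, over protein-coding genes with a CPM of at least 1 in 1 of the day's 2 libraries, 71 genes were higher and 274 lower in shDIS3L2 than in shLacZ at d0, of 12161 compared. At d2, 15 genes were higher and 17 lower, and at d4, 47 were higher and 219 lower. The genes higher numbered 350 at d6, 737 at d8, 1199 at d10 and 1133 at d12. Those lower were most at d6, with 549, and fell to 499 at d8, 431 at d10 and 210 at d12. When the reads of the 2 libraries of a day were redistributed by depth alone, no more than 45 genes in all passed the criterion on any day. The counts moved most with the minimum CPM. Without one, 2613 genes were higher and 1070 lower at d10. The split at d0 moved with the scaling, with 120 genes higher and 210 lower after TMM scaling and 175 higher and 122 lower with DESeq2 size factors. At d4, TMM scaling gave 62 higher and 155 lower. The median log2 fold of all compared genes at d0 was -0.32, and it was -0.12 with TMM scaling and 0.07 with DESeq2 size factors, so changes at d0 are read relative to that median. On the other days it lay between -0.07 and 0.05. For scale, neighboring days within a line differed in 1795 genes from d2 to d4 in shLacZ and in 2154 in shDIS3L2, falling to 257 and 275 genes from d10 to d12.
Across 15350 protein-coding genes, log2(CPM + 1) of the 2 lines correlated with Pearson's r of 0.986 at d0, 0.995 at d2, 0.989 at d4, 0.973 at d6, 0.959 at d8, 0.942 at d10 and 0.957 at d12. These correlations are across genes, which are not independent replicates. In average-linkage clustering the 2 lines paired by day at d0, d2 and d4, the shDIS3L2 libraries of d8, d10 and d12 formed a cluster of 3, and shDIS3L2 d6 joined the 4 shLacZ libraries of d6 to d12. With complete linkage the 2 libraries of d6 paired with each other. The first principal component held 55.4% of the variance and the second 21.7%. On the first component, the lines lay at -151 (shLacZ) and -170 (shDIS3L2) at d0 and at 43.1 and 76.0 at d10.
An edgeR quasi-likelihood test over d6 to d12, with day as a block, gave 3365 genes higher and 3209 lower of 17164 tested at an adjusted p under 0.05. Without d8 it gave 1784 higher and 1665 lower, and without d10 1695 higher and 1641 lower. Over all 7 days the same test gave 382 genes higher and 765 lower of 20050, a count that rested on single days, since 8 genes in all passed without d10, 12 without d12, 13 without d8, 102 without d6 and 2189 without d0. The difference between the lines itself changed from d0-d4 to d6-d12 for 972 genes toward higher and 1051 toward lower levels in shDIS3L2. With library sizes in place of TMM this split was 1139 and 415. Leaving out d2, d8 or d10 lowered the 2023 genes of this test to 524, 727 and 626, and leaving out d0 to 1209.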

Interestingly, GO analysis of differentially expressed genes (DEGs) at d10 (Supplementary Fig. 6f, g) and d12 (Fig. 5g, h) of EB differentiation marked enrichment of specific molecular functions (e.g., calcium ion binding) and biological processes (e.g., extracellular matrix organization) (Fig. 5h, Supplementary Fig. 6g). Moreover, DEGs at d12 were associated with “abnormal appendicular skeleton morphology,” “renal glomerular disease,” “spontaneous abortion,” and “wide anterior fontanel” (Fig. 5h), phenotypes that commonly occur in Perlman syndrome patients^20^ and/or are related to calcium homeostasis. Together, these data suggest that while ESC pluripotency is unaffected, DIS3L2 deficiency causes late differentiation defects that are associated with calcium homeostasis, as well as bone and renal development, recapitulating some of the developmental phenotypes that characterize Perlman syndrome patients.

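No gene ontology table was used here, so gene families and lists fixed beforehand stand in for the terms, each with the median log2 fold of its members and the percentile of that median among 10000 random lists of the same size and expression. The percentiles describe these libraries, 1 per line and day. Of the genes at least 3-fold higher, 793 were shared between d10 and d12, which is 66.1% of those at d10 and 70.0% of those at d12. Of the genes lower, 104 were shared. Without a minimum CPM 1321 were shared among those higher and 276 among those lower. Among extracellular matrix genes, the collagens had a median of 2.12 at d10 and 2.45 at d12, with 23 of 42 and 25 of 40 genes at least 3-fold higher. With genes at the floor set to their bound, the medians were 1.76 and 2.20. Fibulins, fibrillins and thrombospondins had medians of 1.94 and 2.19, and metalloendopeptidases of 1.59 and 1.69 (1.31 and 1.69 with bounds). Of the 262 mouse genes of the Reactome set for extracellular matrix organization, 215 could be compared at d10 and 211 at d12. These had medians of 0.96 and 0.86, with 78 and 75 genes at least 3-fold higher and 6 and 3 lower (0.79 and 0.65 with bounds). Each of these medians lay at percentile 100. Laminins did not follow, with medians of -0.41 at d10 (percentile 5.4) and 0.18 at d12 (percentile 86.1). Among families of calcium-binding proteins, cadherins and protocadherins had medians of 1.60 at d10 and 1.25 at d12 (percentile 100), with 29 of 77 and 28 of 78 genes at least 3-fold higher and medians of 1.23 and 1.14 with bounds, while S100 genes and annexins had medians of 0.00 (percentile 44.6) and 0.56 (percentile 99.8). Many protocadherin genes share exons, so their counts are uncertain. Each of these families kept its direction at d10 and d12 with TMM scaling and with DESeq2 size factors, and the median of the S100 genes and annexins at d10 stayed between -0.02 and 0.00.
Among protein-coding genes with a CPM of at least 10 at d12 and at least 3-fold changed on both days, the largest rises at d12 were those of Fmod (ENSMUSG00000041559, at least 197-fold), Fibin (ENSMUSG00000074971, at least 51.6-fold), Lrrc17 (ENSMUSG00000039883, 108-fold, 95% interval 53.4 to 276), Gria1 (ENSMUSG00000020524, at least 67.0-fold) and Srpx2 (ENSMUSG00000031253, at least 57.3-fold). Among the largest falls were those of Fxyd2 (ENSMUSG00000059412), at 0.131 of shLacZ (0.0932 to 0.178), Vrtn (ENSMUSG00000071235), at 0.158 (0.105 to 0.228), Usp51, at 0.202 (0.131 to 0.2996), and Xlr4b, at 0.208 (0.129 to 0.321). Xlr4b has near-identical copies, and its counts are uncertain.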

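At d0, 14 of 18 pluripotency genes were lower and 4 higher in shDIS3L2 than in shLacZ. Their median log2 fold was -0.45 and lay at percentile 0.04 of matched random lists, and with TMM scaling the median was -0.26. With DESeq2 size factors, an alternative added for these genes after the data were examined, it was -0.06, at the same percentile. Scaling moves the list and the random lists nearly alike, so an unchanged percentile is not a separate check. None of the 18 genes was 3-fold changed. Pou5f1 (ENSMUSG00000024406) had 1198 CPM in shLacZ and 719 CPM in shDIS3L2, a fold of 0.6002 (95% interval 0.590 to 0.610), and Nanog 352 and 327 CPM, a fold of 0.931 (0.906 to 0.956). The largest fall was that of Klf4, with a fold of 0.406 (0.376 to 0.439), and the largest rise that of Klf5, with a fold of 2.19 (1.88 to 2.55). These folds and the numbers of genes lower and higher are with library totals. The median log2 fold of all compared genes at d0 moved from -0.32 to 0.07 with DESeq2 size factors. The direction of folds near 1, such as that of Nanog, therefore depends on the scaling. From d0 to d12, 15 of the 18 genes fell in each line, with a median log2 fold of -2.81 in shLacZ and -2.67 in shDIS3L2. From larger EBs, colonies of replated d12 cells, expression changes that came mostly at the later stages and the terms found among them, the paper proposes that differentiation is disturbed late, in genes of calcium homeostasis and of bone and kidney development. Its statement that pluripotency of the ESCs is not affected rests on their proliferation, marker expression and colony formation.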

**Fig. 5:**
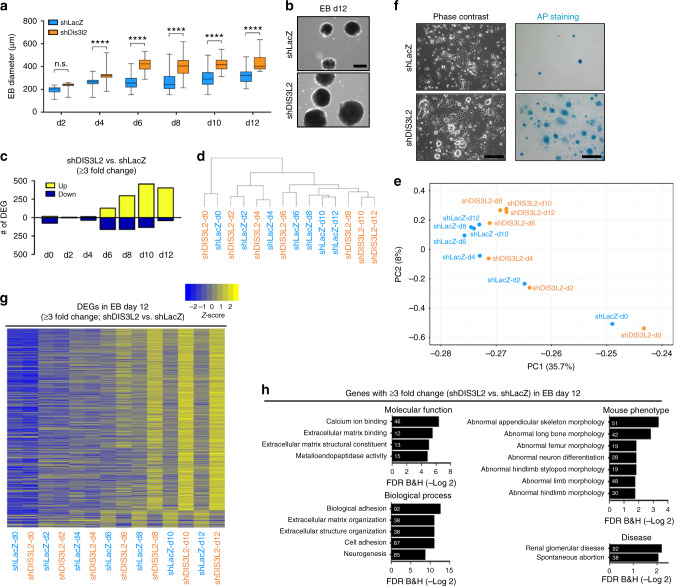
Impaired in vitro differentiation upon DIS3L2 loss. **a** The size of EBs during in vitro spontaneous differentiation. Minimum, maximum, median, and boxes extending from the 25th to 75th percentiles are shown (*n* = at least 30 EBs measured). **b** Representative images of EBs at d12. This experiment was repeated twice independently with similar results. Scale bar = 200 μm. **c** The number of differentially expressed genes (DEGs) during spontaneous differentiation of EBs. Hierarchical clustering (**d**) and PCA analysis (**e**) of mRNA sequencing data are shown. **f** Phase contrast (left panels) and AP staining (right panels) of d12 differentiated cells replated for 5 days in the presence of LIF and serum to support ESC colonization. This experiment was repeated twice independently with similar results. Scale bar = 200 μm. **g** Heatmap representation of differentially expressed genes at d12 during the entire course of differentiation. **h** Gene ontology analysis of DEGs from **g** at d12 of differentiation; numbers inside the bars indicate the number of DEGs associated with each biological terms.

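The genes at least 3-fold changed at d12 were followed over the other days. Of the 1133 genes higher in shDIS3L2 at d12, 445 were also at least 3-fold higher at d8, 152 at d6, 6 at d4, 2 at d2 and 5 at d0. Their median log2 fold was -0.47 at d0, -0.22 at d2, -0.10 at d4, 0.79 at d6, 1.57 at d8 and 2.38 at d10, over the genes above 3 counts on each day. At d6, 21 of them were at least 3-fold lower. Of the 210 genes lower at d12, 84 were also at least 3-fold lower at d8, 51 at d6, 19 at d4, 1 at d2 and 14 at d0. The genes were chosen at d12, so their median at d12 itself, 2.41 for those higher, is set by the criterion.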

### DIS3L2 loss perturbs calcium signaling pathways and renal differentiation

Time-course analysis of gene expression during EB differentiation showed increased expression of Ca^2+^ signaling target/sensor genes in *DIS3L2* knockdown cells. These include polycystic kidney disease-associated proteins (Pkd1, Pkd2), calcium/calmodulin-dependent protein kinases (Camk genes), and Regucalcin, but not randomly selected genes (Fig. 6a, Supplementary Data 3). This elevated expression of calcium signaling targets or sensors suggests the cellular response to perturbed calcium homeostasis in DIS3L2-depleted cells (Fig. 4). Moreover, in shDIS3L2 cells, the expression of renal-associated transcription factors was dysregulated during ESC differentiation (Fig. 6b, Supplementary Data 2 and 3). This prompted us to specifically investigate the renal differentiation propensity of DIS3L2-deficient cells using renal-directed differentiation^60^ (Fig. 6c). 

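The 8 genes that the paper names as calcium targets or sensors (Pkd1, Pkd2, Camk1, Camk1g, Camk2g, Camk2a, Rgn and Camk4) had a median log2 fold between shDIS3L2 and shLacZ of -0.46 at d0, -0.25 at d2 and 0.01 at d4, over the 6 genes above 3 counts at d0 and the 7 at d2 and d4. It was 0.33 at d6 (percentile 92.1 of 10000 random lists matched on expression), 0.89 at d8 (percentile 99.4), 1.21 at d10 (percentile 99.6) and 0.79 at d12 (percentile 98.4). All 8 genes were higher at d8, d10 and d12, and the number at least 3-fold higher was 0 at d8, 3 at d10 and 1 at d12. The study picked these genes from the same libraries, so the percentiles are not independent evidence. With DESeq2 size factors the median at d0 was -0.08. The 9 other Camk family genes, which the heat map does not show, had medians of -0.07 at d8, 0.12 at d10 and 0.20 at d12, at percentiles 30.1, 44.9 and 58.4. Genes of ER calcium handling, such as the SERCA pumps, the inositol trisphosphate and ryanodine receptors and calmodulins, had a median of -0.26 at d2 (percentile 0.13), -0.28 at d6 (percentile 1.35), 0.03 at d10 (percentile 64.8) and -0.12 at d12 (percentile 11.7).

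**Figure D2:**
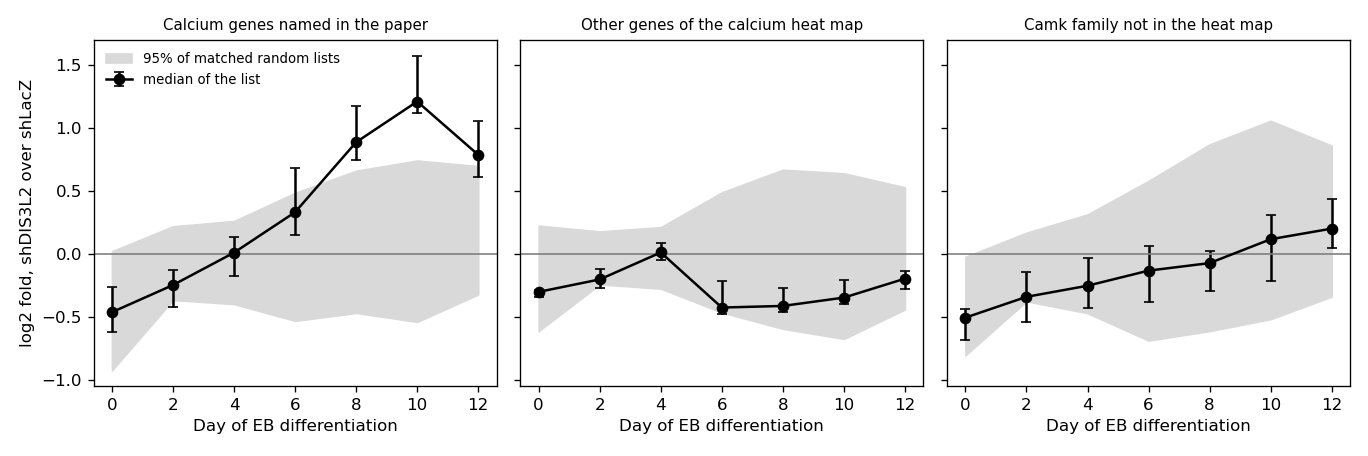
Median log2 fold of shDIS3L2 over shLacZ (y axis) by day of EB differentiation (x axis) for 3 gene lists. The named calcium genes lie above the gray band, which holds 95% of the matched random lists, at d8, d10 and d12, and the other genes of the heat map and the Camk family genes outside it lie within the band on each day; points are list medians and bars hold 95% of 100 Poisson resamples of the reads.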

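Pkd1 (ENSMUSG00000032855) rose from 56.2 CPM in shLacZ to 125 CPM in shDIS3L2 at d10, a fold of 2.22 (95% interval 2.01 to 2.45), and Pkd2 (ENSMUSG00000034462) from 49.3 to 119 CPM, a fold of 2.42 (2.18 to 2.69). Their folds were 1.55 (1.43 to 1.68) and 1.93 (1.75 to 2.12) at d12. Camk1 had a fold of 4.06 (2.99 to 5.68) at d10 and 2.09 (1.64 to 2.69) at d12. Camk1g had a fold of 4.61 (2.86 to 7.96) at d10 and 3.15 (2.11 to 4.84) at d12. Camk4 rested on few reads, with 5 counts in shLacZ and 55 in shDIS3L2 at d10 and a fold of 4.23 (1.74 to 13.8). Camk2g had folds of 1.75 (1.57 to 1.94) at d8, 1.24 (1.09 to 1.41) at d10 and 1.23 (1.08 to 1.40) at d12. Camk2a was lower at d6, with a fold of 0.453 (0.324 to 0.623), and higher at d10, with a fold of 1.65 (1.27 to 2.16), while at d12 a difference was not detectable at this depth (1.21, 0.890 to 1.64). Rgn, which encodes Regucalcin, rose from 6 to 52 counts at d6, a fold of 10.6 (4.67 to 31.0), and its difference was not detectable at d10 (1.94, 0.944 to 4.55) or d12 (1.45, 0.645 to 3.45). Among the other genes in the heat map, Brd3 was higher from d6 to d12, with folds of 1.20 to 1.34, and Hspa9 lower, with folds of 0.746 to 0.874. Wdr5 had a fold of 0.810 (0.745 to 0.881) at d10. Kcnip2 had 16 and 32 counts at d10, and its fold was 0.784 (0.417 to 1.53). The median over all genes of the heat map outside the named calcium genes was -0.34 on the log2 scale at d10 (percentile 14.6).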

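The 16 genes of the renal heat map had a median log2 fold between shDIS3L2 and shLacZ of -0.28 at d0, -0.17 at d2 and -0.30 at d4, over the 7 to 13 genes above 3 counts on those days. With DESeq2 size factors the median at d0 was 0.11. It was 0.66 at d6 (percentile 99.7 of matched random lists), 1.39 at d8, 2.42 at d10 and 2.28 at d12 (percentile 100 on each of these 3 days). With genes at the floor set to their bound the median at d10 was 2.30. At d10, 9 of the 16 genes were at least 3-fold higher, and at d12, 12 of 16. The paper chose these genes from the same libraries. Igf2 (ENSMUSG00000048583) rose from 779 to 7636 CPM at d10, a fold of 9.81 (95% interval 9.56 to 10.1), and was 8.49-fold higher (8.30 to 8.69) at d12. Among transcription factors, Hoxa11 (ENSMUSG00000038210) was 26.7-fold higher (13.0 to 68.6) at d12, Osr1 (ENSMUSG00000048387) 15.5-fold (8.07 to 35.1), Osr2 13.0-fold (4.98 to 51.1) and Wt1 (ENSMUSG00000016458) 12.6-fold (6.52 to 28.7). Six2 went both ways, with a fold of 0.492 (0.261 to 0.929) at d10 and 2.13 (1.02 to 4.83) at d12, on 11 to 25 counts per library. Fgf9 had 5 counts in each line at d12, and its difference was not detectable. A list of 22 other genes of nephron progenitors and podocytes, fixed before the values were seen, had medians of 0.26 at d4 (percentile 99.4; -0.19 with bounds), -0.89 at d8 (percentile 0; -0.82 with bounds), -0.71 at d10 (percentile 0.08) and -0.30 at d12 (percentile 0.58). In that list, Lhx1 (ENSMUSG00000018698) had a fold of 3.38 (3.13 to 3.67) at d4 and of 0.0242 (0.00988 to 0.0474) at d10, and Sall1 (ENSMUSG00000031665) 0.227 (0.210 to 0.244) at d10. Sall1 lies on chromosome 8, whose genes were lower in shDIS3L2 by a median of 0.32 (log2) at d10. Itga8 was 3.65-fold higher (3.00 to 4.49) at d10. At d12, 13 genes of the list were lower and 7 higher. The RNA is of whole EBs, so the cells in which the genes of either list changed are not known. At d10, visceral endoderm-like markers had a median of -1.62 and mesenchyme-like markers one of 3.10. A different mix of cells therefore stays open for both lists.

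**Figure D3:**
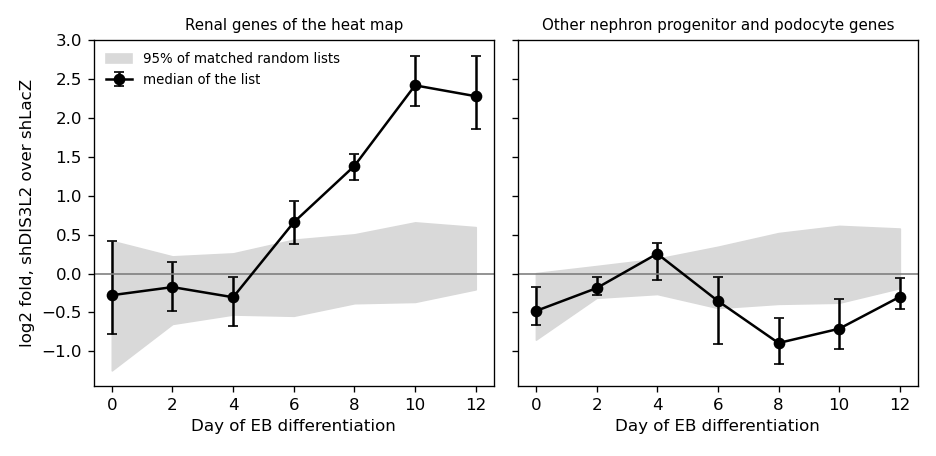
Median log2 fold of shDIS3L2 over shLacZ (y axis) by day of EB differentiation (x axis) for the renal genes of the heat map and for other nephron progenitor and podocyte genes. The heat map genes lie above the gray band, which holds 95% of the matched random lists, from d6 on, and the other list lies above it at d4 and below it at d8, d10 and d12; points are list medians and bars hold 95% of 100 Poisson resamples of the reads.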

*DIS3L2* knockdown caused larger renal differentiation aggregates and increased proportion of renal progenitor cells as evidenced by the increased number of Osr1-GFP-expressing cells (Fig. 6d, e, Supplementary Fig. 7), and also the increased expression of renal-specific markers of the metanephric mesenchyme progenitor stage (Fig. 6f, g). These observations are in line with organ—and especially kidney—overgrowth and developmental defects observed in Perlman syndrome patients. Finally, to address the casual and pathological effects of dysregulated 7SL RNA decay in DIS3L2-depleted cells, on renal differentiation, we stably over-expressed truncated 7SL RNA in control and *DIS3L2* knockout ESCs and induced in vitro renal differentiation. qRT-PCR analysis of renal-specific markers at the end of differentiation showed that (1) similar to *DIS3L2* knockdown cells, *DIS3L2* knockout cells also express higher levels of renal progenitor markers compared to control cells; and more interestingly, (2) over-expression of truncated and therefore aberrant 7SL RNA worsened this defect in *DIS3L2* knockout cells as is marked by elevated expression of Six2 and IGF2, as well as calcium-sensing protein Camk1g (Fig. 6h). This further highlights the essential function of DIS3L2 in the regulation of renal differentiation and also connects the pathological role of truncated 7SL RNA to the defective differentiation of DIS3L2-deficient cells. Thus, while DIS3L2-depleted undifferentiated ESCs behave normally, they manifest differentiation defects associated with kidney development/function and show overgrowth, especially during renal lineage differentiation. This is also consistent with organomegaly and kidney hypoplasia phenotypes seen in Perlman syndrome patients, and suggests that this is likely due to cell-autonomous abnormalities that can be recapitulated ex vivo.

**Fig. 6:**
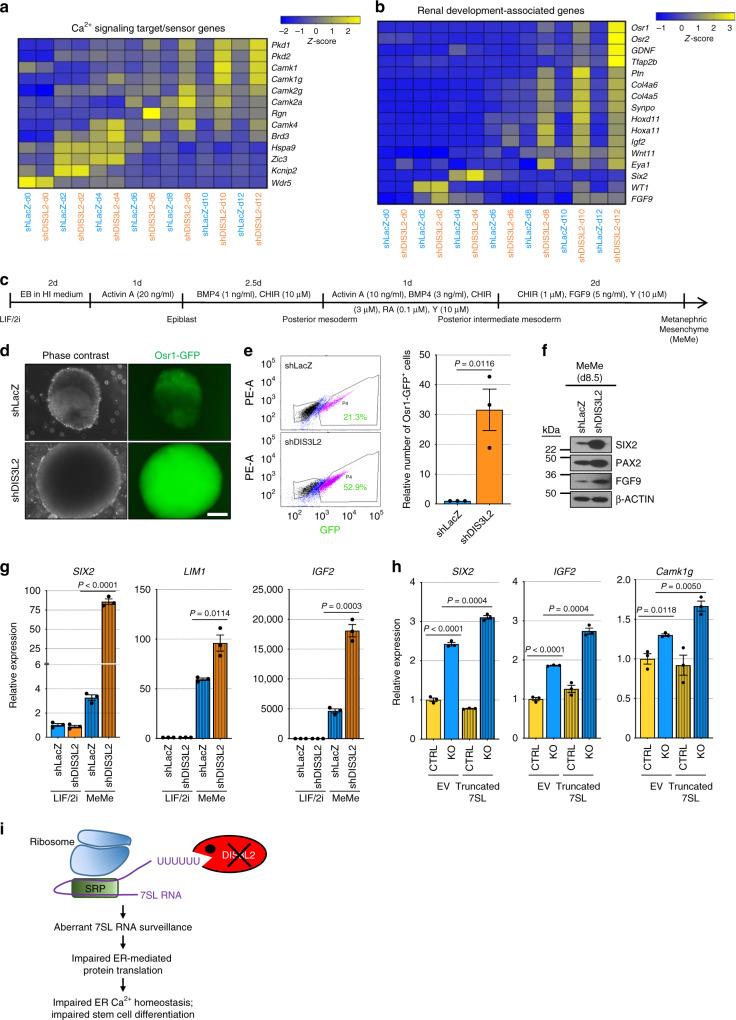
Altered calcium-sensing and renal differentiation propensity upon DIS3L2 loss. **a** Heatmap representation of differentially expressed genes associated with calcium signaling or calcium sensing. **b** Heatmap representation of differentially expressed genes associated with renal differentiation. **c** The protocol used during in vitro differentiation of mESCs to renal progenitors (metanephric mesenchyme). **d** Phase-contrast and fluorescent images of Osr1-GFP^positive^ renal progenitors at d8.5 of renal differentiation. Note the larger size of differentiation aggregate as well as increased intensity of Osr1-GFP signal in shDIS3L2 culture. This experiment was repeated trice independently with similar results. Scale bar = 100 μm. **e** Left panels: Flow cytometry analysis of Osr1-GFP^positive^ cells in samples from **d**; right panel, relative number of Osr1-GFP^positive^ cells at d8.5 of renal differentiation. Bars representing mean ± SEM and *P* values (unpaired two-tailed Student’s *t* test, 0.95 confidence intervals; *n* = 3 independent experiments) are shown. **f** Western blotting analysis of samples from **d**; Met. Mes., metanephric mesenchyme stage, that is, 8.5 days after differentiation. Representative images of two independent experiments with similar results are provided. **g** qRT-PCR analysis of renal-specific markers for indicated samples at day 8.5 of differentiation, corresponding to the metanephric mesenchyme (MeMe) stage. Bars represent mean ± SEM and *P* values (unpaired two-tailed Student’s *t* test, 0.95 confidence intervals; *n* = 3 independent experiments). **h** qRT-PCR analysis of indicated mRNAs samples at day 8.5 of differentiation, corresponding to the metanephric mesenchyme (MeMe) stage. Bars represent mean ± SEM and *P* values (unpaired two-tailed Student’s *t* test, 0.95 confidence intervals; *n* = 3 independent experiments). Control and *DIS3L2* knockout cells were transduced with pLKO.1 empty vector (EV) or a vector stably expressing truncated 7SL RNA under its endogenous promoter. **i** A model describing the biological function of DIS3L2 in safeguarding ER-targeted translation, calcium homeostasis, and stem cell differentiation. Source data are provided as a Source data file.

## Discussion

In this study, we used cellular models to examine the physiological requirement of DMD and to illuminate the underlying molecular mechanism. We conclude that DIS3L2 functions to eliminate aberrant 7SL ncRNA subunit of the SRP particle, and thereby safeguards the ER-targeted mRNA translation of membrane-targeted and/or secretory proteins. Moreover, in the absence of DIS3L2, cellular calcium homeostasis and ER function is impaired. Besides the housekeeping functions, ER-associated mRNA translation and ER calcium homeostasis are particularly critical for the proper function of organs that are specialized in physiological communication with other organs or with the environment. These include pancreas (secreting endocrine hormones and exocrine enzymes)^61^, nervous system (functionally dependent on ion channels and synaptic vesicles)^62,63^, muscles (relying on calcium release from ER to contract)^64,65^, and kidney (harboring several important ion channels, involved in metabolite re-absorption)^66^. Notably, these are among the most affected organs in Perlman syndrome patients with defective DMD. Thus, it would be of interest to study ER dysfunction in patient samples and *DIS3L2* animal models of Perlman syndrome to determine the physiological relevance of defective DMD for 7SL RNA in tissue function and homeostasis^21,26^.

We demonstrate that DIS3L2 functions in the quality control of truncated 7SL RNA. Several other DIS3L2 targets are also directly involved in the mRNA translation, including tRNAs^2,10,12^ and rRNAs^9,13^. However, our ribosome footprinting results point to a specific requirement for DIS3L2 in ER-targeted translation via elimination of aberrant 7SL RNAs with imprecise 3′ ends. Re-introducing WT (full-length) 7SL RNA into *DIS3L2* knockout cells partially rescued ER-targeted translation. Moreover, we did not observe any codon usage differences upon DIS3L2 loss. Accordingly, we conclude that, at least in mESCs, defective ER translation is not caused by aberrant rRNAs or tRNAs. Instead, in the absence of DIS3L2, pathological truncated 7SL RNA incorporates into SRP particles, associates with ribosomes, and adversely affects homeostatic translation of several proteins, including membrane-targeted and secretory proteins. Cryo-electron microscopy and biochemical approaches have revealed that, at the nascent chain exit site, SRP contacts RPL23 in the large ribosomal subunit to bind the signal sequence^40,42^. Moreover, SRP perturbation leads to ER-translation defects and mistargeting ER proteins to the mitochondria^39^. The translation stall at the 5′ end of respective mRNAs that we observe in *DIS3L2* knockout cells likely explains the increased ER calcium leakage and consequently elevated cytosolic calcium ion levels.

The quality control function of DIS3L2 on 7SL RNA suggests that only a small fraction of the 7SL RNA pool in *DIS3L2* knockout cells is truncated and uridylated. The remaining question is how this small portion of 7SL RNA species, although aberrant, negatively impact ER-targeted translation? Also, it needs to be further investigated why only a proportion of mRNAs predicted to be translated through ER is affected by DIS3L2 loss. Truncated and/or uridylated 7SL RNA species may have altered affinity to protein subunits comprising the SRP complex. This, even at a low concentration, may cause a dominant-negative effect on SRP function in recruitment of mRNA/translating ribosome machinery to ER, on SRP complex turnover, or on the robustness and specificity of mRNA substrate recognition by SRP complex^36^. It is worth noting that not all the ER-translated mRNAs are SRP clients. In fact, a considerable amount of ER-targeted translation is SRP independent^39^, possibly explaining why in DIS3L2-deficient cells only a subset of ER-associated mRNAs are affected. Furthermore, elevated translation of a subset of mitochondrial transcripts upon DIS3L2 loss as well as the pathological roles of other DIS3L2 targets, including rRNAs and miRNAs, should be investigated in future.

The physiological connection between intracellular calcium homeostasis and cell proliferation, as well as differentiation, has been extensively studied (reviewed in ref. ^67^). For example, in lateral mesoderm retinoic acid induces the translocation of calcium channel TRPP2 from ER to the cell membrane, which in turn potentiates calcium influx to the cytosol, a signaling pathway that leads to the transcriptional activation of renal progenitor factor Pax8^68–70^. Accordingly, temporal and spatial regulation of calcium signaling is in particular critical for renal lineage development, in which Ca^2+^ stimulates lateral mesoderm to differentiate into renal progenitors^69,70^. The altered differentiation propensity of DIS3L2-depleted cells toward the renal lineage could therefore be explained by their elevated intracellular Ca^2+^ levels as well as their impaired intracellular storage mechanisms. Moreover, regulation of intracellular calcium homeostasis has been recently shown to be critical for exit from pluripotency and differentiation^59^. While LIF/2i-adapted DIS3L2-deficient ESCs remain undifferentiated, the greater competence of these cells to respond to differential stimuli after an in vitro, and perhaps in vivo, exit from pluripotency results in enhanced renal lineage differentiation program and eventually leads to kidney overgrowth, similar to that in the Perlman syndrome patients. This highlights the relevance of DIS3L2 loss-induced defects we observe and the significance of stem cells as a tool for in vitro disease modeling. Finally, our findings raise the possibility that defective SRP complex function caused by DIS3L2 deficiency might be responsible for the severe developmental phenotypes associated with Perlman syndrome^20^, as well as the perinatal lethality reported in *DIS3L2* knockout mice^26^. We therefore propose that compromised DMD leads to a “SRPopathy” marked by defective ER-targeted mRNA translation (Fig. 6i). Further investigations are required to determine the extent by which the proposed SRPopathy may contribute to the phenotypes observed in Perlman syndrome patients.

## Methods

### Cell culture

TC1 mESCs were cultured without feeder on 0.2% gelatin (Sigma) as previously described^71^. *DIS3L2* knockout ES cells were generated previously using CRISPR/Cas9 gene editing^7^. ESCs were cultured in LIF/serum medium [containing Dulbecco’s modified Eagle’s medium (DMEM) (Gibco), 1000 U/ml mouse LIF (Gemini), 15% Stem Cell Qualified fetal bovine serum (FBS) (Gemini), 2 mM HEPES (Gibco), 1 mM sodium pyruvate (Gibco), 1× non-essential amino acid (NEAA) (Gibco), 2 mM l-glutamine (Gibco), 50 µM 2-mercaptoethanol (Thermo Fisher), and 1% penicillin–streptomycin (Gibco)] on 0.2% gelatin-coated dishes without feeders. Min6 cells were cultured in DMEM high glucose (Gibco) supplemented with 15% FBS (Gemini), 0.5% β-mercaptoethanol (99%) (ACROS), and 1% penicillin–streptomycin (Gibco). All the other human cancer cell lines were cultured in DMEM (Gibco) supplemented with 10% FBS (Gemini) and 1% penicillin–streptomycin (Gibco). Mouse embryonic fibroblast cultures were prepared from embryonic tissues at E12.5 according to standard protocol as described previously^71^. To prepare ex vivo cultures of E18.5 embryonic kidney and liver, tissues were isolated under aseptic condition, rinsed twice in phosphate-buffered saline (PBS), dissected into ~1–5 mm^3^ pieces, and incubated for 10–15 min with collagenase type IV (Stem Cell Technologies; 1 mg/ml) with occasional pipetting. Later, the cells were centrifuged and washed twice with cold PBS to remove the trace of enzymatic digestion. Finally, single cells were cultured on 6-well dishes and fed by ex vivo culture medium [1:1 DMEM/F12 (Gibco) and Neurobasal medium (Gibco) supplemented with 1× N2 and B27 supplements (Gibco), 10% FBS (Gemini), 1 mM sodium pyruvate (Gibco), 1× NEAA (Gibco), 2 mM l-glutamine (Gibco), 50 µM 2-mercaptoethanol (Thermo Fisher), and 1% penicillin–streptomycin (Gibco)]. Alkaline phosphatase staining of the mESCs was performed as previously described^72^.

### Transfection and ER-reporter assays

For transient knockdown experiments, following ON-TARGET plus siRNAs (small interfering RNAs) (all Dharmacon) were used: control siRNA pool (D-001810-10), siTUT7 (L-056770-01), and siTUT4 pool (L-065226-00). ESCs were reverse transfected using siRNAs and Lipofectamine RNAiMax (Invitrogen) complexes prepared in Opti-MEM (Gibco) for 48–72 h. For ER-reporter translation assays, 1 μg GLuc reporter plasmid was transfected into 10^6^ ESCs in 6-well dishes. At 12 h after the transfection, cells were washed twice, and supplemented with 1 ml fresh ESC medium. After 2–6 h, the conditioned media were collected and cells were washed twice with PBS and then lyzed in 1× Passive Lysis Buffer (Promega). Some cultures were alternatively treated with 2 µM thapsigargin or equal volume dimethyl sulfoxide (DMSO) (mock) and incubated for 2 h before analysis. Relative luciferase activities in both supernatants and lysates were analyzed using BioLux Gaussia Kit. As negative controls, psiCHECK-2 (Promega) or pRL-TK (Addgene) vectors were transfected and analyzed similarly to GLuc reporter. Values were normalized to total protein and/or DNA content of the cultures. DIS3L2-stable knockdown ESCs (shDIS3L2 line) were generated previously^1^. Full-length (WT) and truncated 7SL RNAs were amplified from mouse genomic DNA and cloned into pGEM-T easy (Promega) or U6 promoter-less pLKO.1 (Sigma) vectors (see Supplementary Table 1 for the oligos used for cloning) and sequenced. For rescue experiment, 1 µg of these plasmids were transfected in mESCs for 48 h, after which the cells were re-transfected with pSV40-GLuc ER-reporter plasmid. For the negative control transfection, empty pGEM-T easy vector was ligated, and transformed into competent cells, from which maxiprep (Qiagen) preparation of plasmid was performed. Western blotting analysis was performed as previously described^9^. Following antibodies were used: anti-FLAG (Sigma; 1:10,000 dilution); anti-DIS3L2 (Novusbio; 1:1000 dilution); anti-β-ACTIN (Abcam; 1:5000 dilution); anti-SRP68 (Proteintech Group; 1:1000 dilution); anti-RPL23a (Proteintech Group; 1:1000 dilution); anti-SIX2 (Abcam; 1:500 dilution); anti-PAX2 (a kind gift from Dr. Kreidberg; 1:1000 dilution); anti-FGF9 (Abcam; 1:1000 dilution).

### RNA extraction and qRT-PCR

Cells were washed twice with PBS, lyzed in Trizol (Ambion), and RNAs were chloroform–isopropanol extracted and washed twice with 70% ethanol. Two micrograms of RNA was treated with RQ1 DNase for 30 min at 37 °C. Using random hexamers (to analyze relative expression) or oligo-dA_12_ oligonucleotides (to measure relative uridylation), cDNAs were made with SuperScript III reverse transcriptase (Invitrogen) and RNaseOUT (Invitrogen). List of primers and oligos are provided in Supplementary Table 1. All the qRT-PCR experiments were normalized to *β-Actin* levels in the respective cDNA samples. Northern blotting of 7SL RNA was performed as previously described^7^.

### ESC differentiation

ESCs were maintained in LIF/2i culture condition before differentiation as previously described^71^. For spontaneous differentiation, EBs were formed in hanging drops using 500 ESCs for 2 days, and then transformed to polyHEMA-coated (Sigma) (20 mg/ml in 75% ethanol) dishes and maintained in suspension for indicated timepoints before analysis. Differentiation was performed using ES medium depleted of LIF and 2i, and instead, supplemented with 15% FBS (Gemini). For renal differentiation, a previously described method^60^ was used with slight modification: at the first step of differentiation (epiblast differentiation), 1000 ESCs were induced for 2 days to form aggregates in hanging drops containing HI medium [75% Ham’s F12 medium and 25% Iscove’s modified Dulbecco’s medium (both from Gibco)] and then aggregates were transferred to polyHEMA-coated dishes and further induced for renal differentiation as described before^60^. At 8.5 days after differentiation (at metanephric mesenchyme stage), cell aggregates were harvested for qRT-PCR or western blot analysis. Alternatively, cell aggregates were dissociated with type 1 collagenase 1.5 mg/ml (Worthington Biochemical) for 10 min at room temperature with gentle shaking. Dissociated cells were centrifuged, washed with PBS (Invitrogen), and resuspended in 500 μl PBS and analyzed by flow cytometry (BD FACSAria). Undifferentiated mESCs (not expressing GFP) were used as the negative control.

### Metabolic labeling

Equal numbers of control and *DIS3L2* knockout mESCs were plated overnight and then washed with PBS and incubated in methionine- and cysteine-free DMEM (Gibco) medium for 2 h. Some cultures were alternatively treated with 2 µM thapsigargin or equal volume of DMSO (mock). Cells were then incubated for 1 h after supplementation with [^35^S]-methionine ([^35^S]-Met; 100 mCi/ml; PerkinElmer), after which they were washed with PBS to eliminate free radiolabeled amino acids. Total protein lysates were collected and the concentration of the proteins was measured by using Bradford assay. To measure radiolabeled secreted proteins, cells were starved in methionine- and cysteine-free ESC medium (Gibco) for 1 h, incubated for 1 h with [^35^S]-Met containing ESC medium, washed twice with PBS, and then supplemented with fresh ESC medium (without additional [^35^S]-Met) and the medium was collected immediately (0 min, to measure background, i.e., free amino acids) or after 1, 4, or 8 h (Supplementary Fig. 2a). For the quantitation of [^35^S]-Met-labeled proteins in the lysates or in the supernatant medium, [^35^S]-Met-labeled proteins were subjected to liquid scintillation analysis.

### RNA immunoprecipitation

mESCs were transfected with FLAG-WT DIS3L2, FLAG-mutant DIS3L2^1^, or empty pFLAG-CMV2 (as mock) vectors. At 48 h after transfection, mESCs were ultraviolet crosslinked, lyzed, and then RNA IP was performed using anti-FLAG M2 Affinity Gel beads (Sigma) as previously described^7^, and co-precipitated RNAs were isolated, purified, and analyzed by qRT-PCR. Thirty micrograms of FLAG-SRP68 vector (OriGene Technologies, MR204949) was transfected into 10^7^ ESCs in 15-cm dishes of DIS3L2 heterozygote (control) or knockout ESCs in triplicates using Lipofectamine 2000 (Invitrogen) overnight before changing the medium. At 48 h after transfection, cells were harvested without crosslinking and FLAG-SRP68 was precipitated using anti-FLAG M2 Affinity Gel beads (Sigma). Rabbit anti-RPL23a (Proteintech Group; 10 µg antibody per IP) or normal rabbit IgG (Cell signaling) and protein A agarose beads (Roche) were used for IP of ribosomes in control and *DIS3L2* knockout ESCs. Co-precipitated RNAs were isolated, purified, and analyzed by qRT-PCR.

### cRACE

Input and FLAG-mutant DIS3L2 IP RNA samples were circularized with 1 μl T4 RNA ligase I, 10 mM ATP, and 10% PEG 8000 in 1× T4 RNA ligase buffer for 2 h at 37 °C and then the ligase was inactivated, as previously described^8^. After DNase I treatment, circularized RNAs were reverse transcribed with 7SL RNA-specific reverse primer (Supplementary Table 1) and SuperScript III. cDNAs were amplified by divergent internal primers (Supplementary Table 1) and AccuPrime GC-rich DNA Polymerase (Invitrogen) to generate chimeric PCR products corresponding to 5′ and 3′ ends of 7SL RNA transcripts. PCR products were size selected on 2% agarose gel, purified, and used in library preparation for MiSeq analysis using TruSeq Stranded mRNA Sample Preparation Kits (Illumina). To evaluate uridylation in RIP sample, sequencing reads containing ≥5 consecutive uridines (UUUUU) were considered as uridylated reads, which distinguishes them from reads corresponding to genomically extended 7SL RNA species with four uridines (Fig. 3a, b).

### mRNA sequencing

PolyA^+^ mRNAs were isolated at indicated timepoints from differentiated EBs and cDNA libraries were prepared using Illumina TruSeq® Standard Total RNA Sample Preparation Guide and sequenced through Illumina NextSeq 500 Sequencing pipeline. Sequencing reads were aligned to a reference genome built by Subread v 1.6.3^73^ using ENSEMBLE mouse genome v88 (GRCm38), and then the transcripts were quantified by featureCounts v 1.6.3^73^. The normalization was performed using edgeR^74^ employing counts per million normalization with R version 3.6 and RStudio v 1.2.1335. GraphPad Prism software was used for data presentation.

### Ribosome profiling

Ribosome profiling was performed in two biological replicates of ESC cultures using TruSeq® Ribo Profile (Mammalian) Kit from Illumina. After adapter trimming and quality filtering, the sequences were further filtered to exclude rRNA and tRNA reads by aligning to mouse rRNA and tRNA sequence, which were retrieved from Ensembl (Release 91) (https://useast.ensembl.org/Mus_musculus/Info/Index) and GtRNAdb databases^75^, respectively. The cleaned RPFs were aligned to the mouse canonical known gene models (UCSC, mm10) using Bowtie with a maximum one mismatch allowed^76^. For codon occupancy analysis, the A site were inferred using an offset of 15 nucleotides (nt) from 5′ end of 28–31 nt fragments, which were uniquely mapped and translated in the zero frame of CDS^77^. The codon occupancy of an A site was further normalized by its basal occupancy, which is the average codon occupancy among +1, +2, and +3 downstream of the A site^77^. The TE was calculated by dividing RPF abundancy on CDS by its mRNA abundancy. We used 2-fold change of TE as the threshold to define the differential translation genes^78,79^. For the metagene analysis, we divided each CDS region into 50 equal bins and counted the RPF occupancy in each bin, which were then normalized by total number of RPFs of respective gene.

### Measurement of cytosolic calcium

Cytosolic calcium measurement was performed by using FLUOFORTE Calcium Assay Kit (Enzo). Cells in the 96-well plates were stained with 100 µl Hanks’ balanced salt solution (HBSS) buffer containing FLUOFORTE-AM and 4′,6-diamidino-2-phenylindole (DAPI) at room temperature for 1 h. After washing and changing fresh HBSS buffer, basal cytosolic calcium level was determined by measuring the fluorescence emitted at 525 nm after the cells were excited at 490 nm and normalized by DAPI signal. Later, cells were stimulated by different chemicals (1 mM EGTA, 2 mM ATP, 2 µM thapsigargin, 100 µM IP3) and monitored the change of the fluorescence every 20–30 s for 5–8 min.

### Measurement of ER calcium

ER calcium measurement was performed using Mag-Fluo4 acetoxymethyl ester (Mag-Fluo4-AM, Molecular Probes). Cells in the 96-well plate were stained with 5 μM of Mag-Fluo4-AM and DAPI at 37 °C for 40 min. After washing with the buffer (125 mM KCl, 25 mM NaCl, 10 mM HEPES, and 0.1 mM MgCl_2_, pH 7.2), the plasma membrane was then selectively permeabilized in the same buffer with 0.01% digitonin for 2 min at 37 °C. Basal ER calcium level was determined by measuring the fluorescence emitted at 510 nm after the cells were excited at 488 nm and normalized by DAPI signal. Later, cells were stimulated by different chemicals (1 mM EGTA, 100 µM IP3) and monitored the change of the fluorescence every 20–30 s for 5–8 min to determine the calcium leakage and release from ER.

### Insulin secretion

Min6 cells were cultured in 15% FBS in DMEM high glucose medium (Gibco) supplemented with 0.5% β-mercaptoethanol and 1% penicillin–streptomycin (Gibco) and transfected with indicated siRNAs for 72 h. Cell were then incubated with indicated concentrations of glucose or KCl, and then supernatant samples were harvested. Insulin levels in the supernatant samples were assessed by Ultra Sensitive Mouse Insulin ELISA Kit (Crystal Chem, #90080), according to the manufacturer’s instructions. Corresponding cell lysates were centrifuged at 12,000 × *g* for 10 min at 4 °C to clear the lysates. One hundred microliters of the cleared lysates were dried at room temperature and the pellets were dissolved in 100 µl dH_2_O and used for DNA concentration measurement. The rest of 400 µl cleared lysates were diluted 1:1000 and were used for insulin ELISA assay. Finally, secreted insulin values were normalized to the insulin contents of the lysates.

### Statistics

All the experiments were performed more than three times. Quantitative data are presented as mean ± standard error of means or standard deviation. Student’s *t* tests were used to analyze the significance of difference between different samples.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

## Data Availability

Data supporting the findings of this study are available within the paper and its Supplementary Information files, and are available from the corresponding author upon reasonable request. The source data underlying all figures are provided as Source Data file. Ribo-seq and RNA-seq data are deposited in GEO accession numbers GSE136350 and GSE136334, respectively. The source data underlying Figs. 2–6 and Supplementary Figs. 2, 5, and 6 are provided as a Source data file. Uncropped images of northern and western blots are provided as a Source data file.

## Source data

Source Data

# Supplementary material for: The Perlman syndrome DIS3L2 exoribonuclease safeguards endoplasmic reticulum-targeted mRNA translation and calcium ion homeostasis
**Source:** Nat Commun. 2020 May 26;11:2619. doi: 10.1038/s41467-020-16418-y
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information:**

Pirouz et al., The Perlman syndrome DIS3L2 exoribonuclease safeguards endoplasmic reticulum-targeted mRNA translation and calcium ion homeostasis

## Supplementary Figure 1

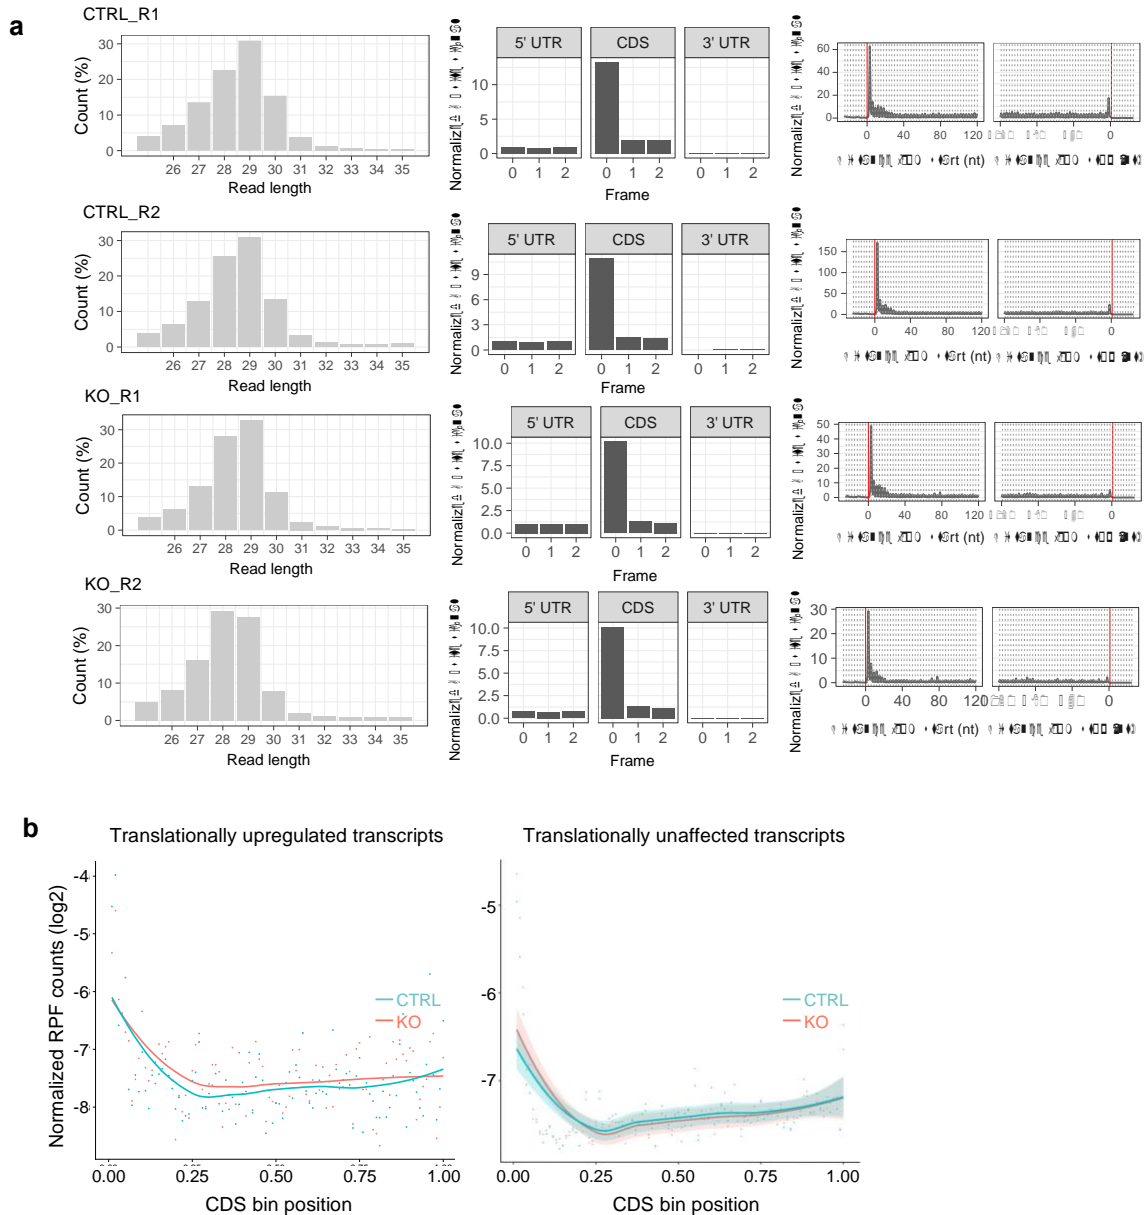

**Supplementary Figure 1. Characteristics of ribosome profiling data in control and DIS3L2 knockout mESCs. a**, Left panels: ribosome protected fragment (RPF) length distribution; middle panels: normalized A-site signals of RPFs for different coding frames among the 5'-UTR, coding sequence (CDS) and 3'-UTR in ribosome profiling data; right panels: normalized A-site signals of RPFs near the translation start sites (TSS) and translation end sites (TES). **b**, Overall distribution of RPFs among translationally upregulated (left panel) or unaffected (right panel) mRNAs.

## Supplementary Figure 2

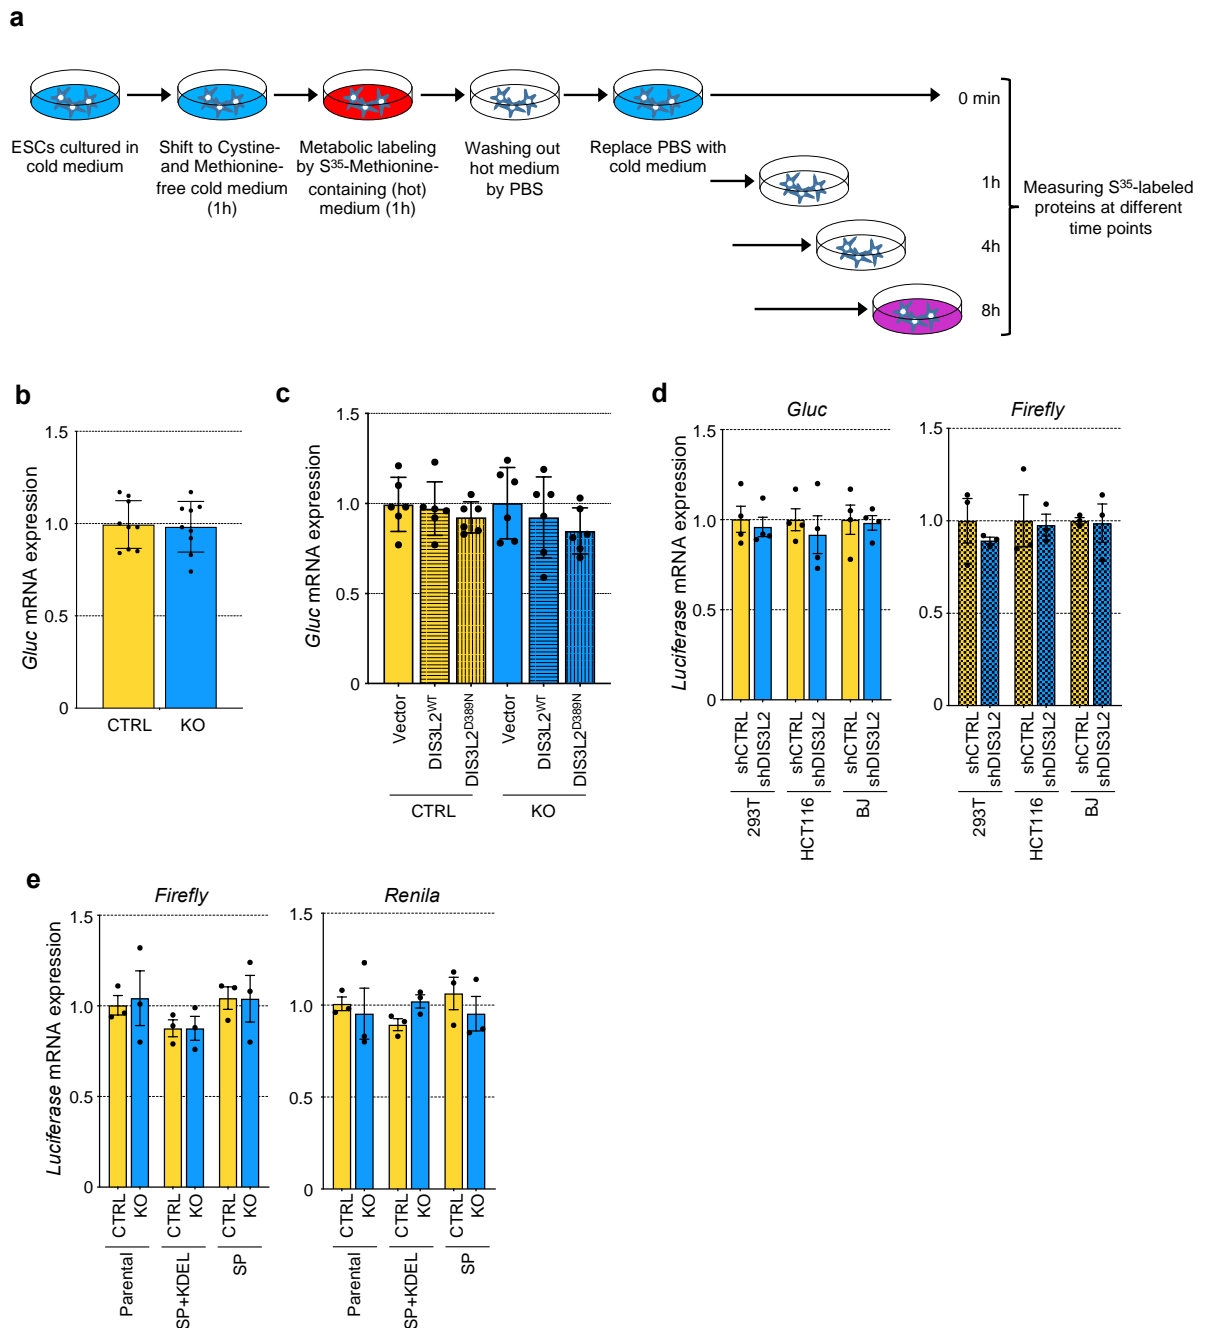

**Supplementary Figure 2. Defective ER-targeted mRNA translation upon DIS3L2 depletion.** a, A schematic representation of the metabolic labeling experiment in Figure 2a. Media containing radiolabeled  $S^{35}$  is marked in red. The gradient of purple color indicates increasing accumulation of  $S^{35}$ -labeled proteins secreted to the supernatant after replacing the PBS with cold medium (without  $S^{35}$ ).

qRT-PCR analysis of indicated luciferase reporter mRNA expression is shown as for: **b**, Figure 2c (n=9 independent experiments). **c**, Figure 2d (n=6 independent experiments). **d**, Figure 2e (n≥3 independent experiments). **e**, Figure 2f (n=3 independent experiments). In **b-e**, bars represent mean  $\pm$  SEM. Source data are provided as a Source Data.

Supplementary Figure 3

a

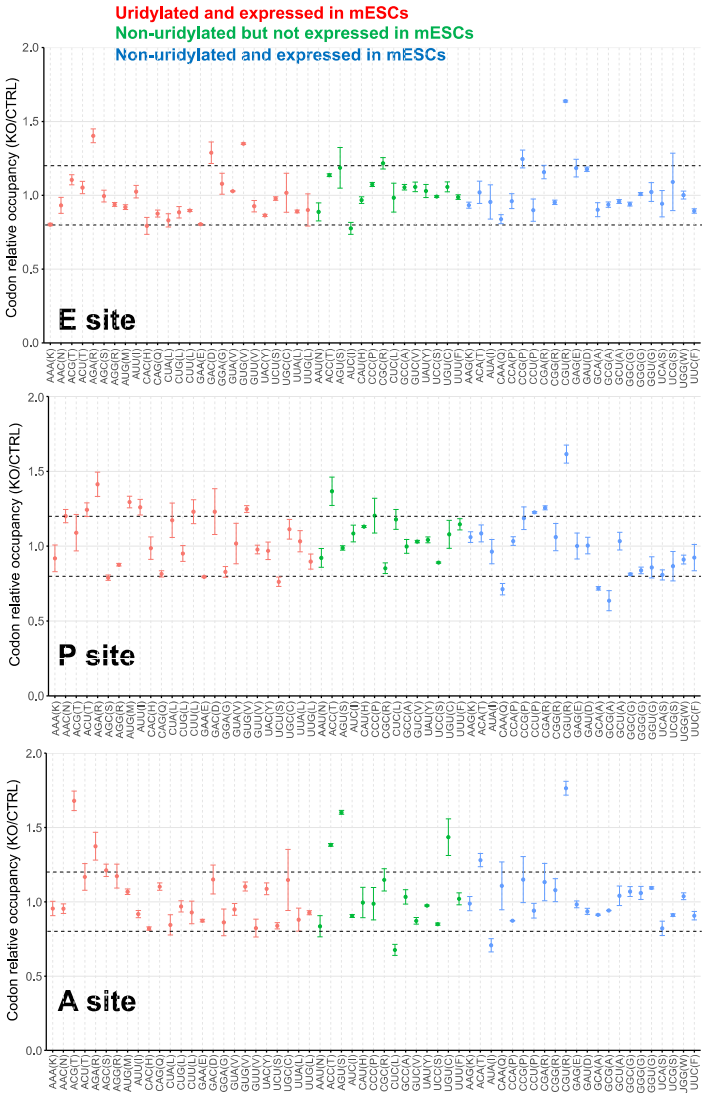

b

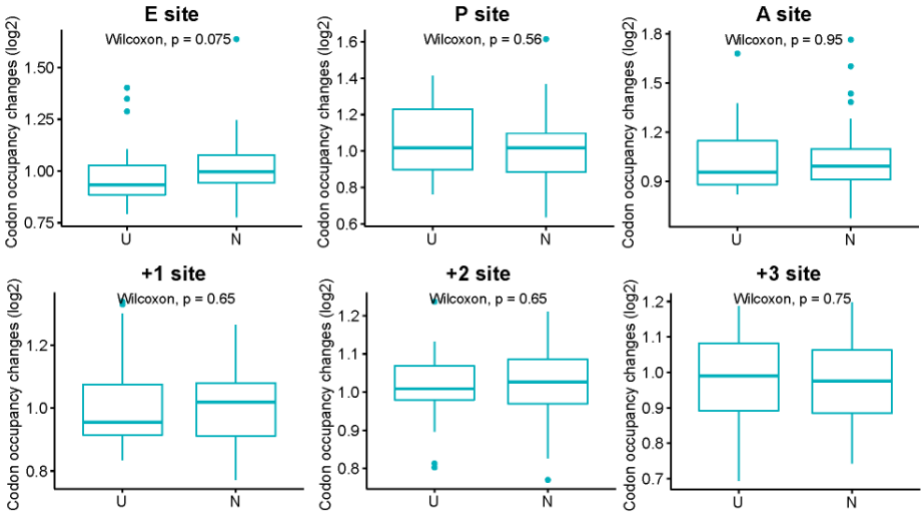

**Supplementary Figure 3. Normal codon usage frequencies in DIS3L2 knockout mESCs.** **a**, Relative codon occupancies changes at E-, P-, and A-sites in ribosome profiling data from control and DIS3L2 knockout ESCs. Codons related to DIS3L2-targeted tRNAs which were determined in other study<sup>12</sup> are marked as “uridylylated”. The expression status of tRNAs in mESC were conducted in our previous study<sup>79</sup>. **b**, No significant changes were observed between codon occupancies related to DIS3L2-targeted tRNAs (U), and those that are not targeted by DIS3L2 (N) (Wilcoxon rank sum test). Box plots display the full range of variation on the basis of the five number summaries (minimum, first quartile, median, third quartile, and maximum). P values are from two-sided Wilcoxon signed-rank tests.

## Supplementary Figure 4

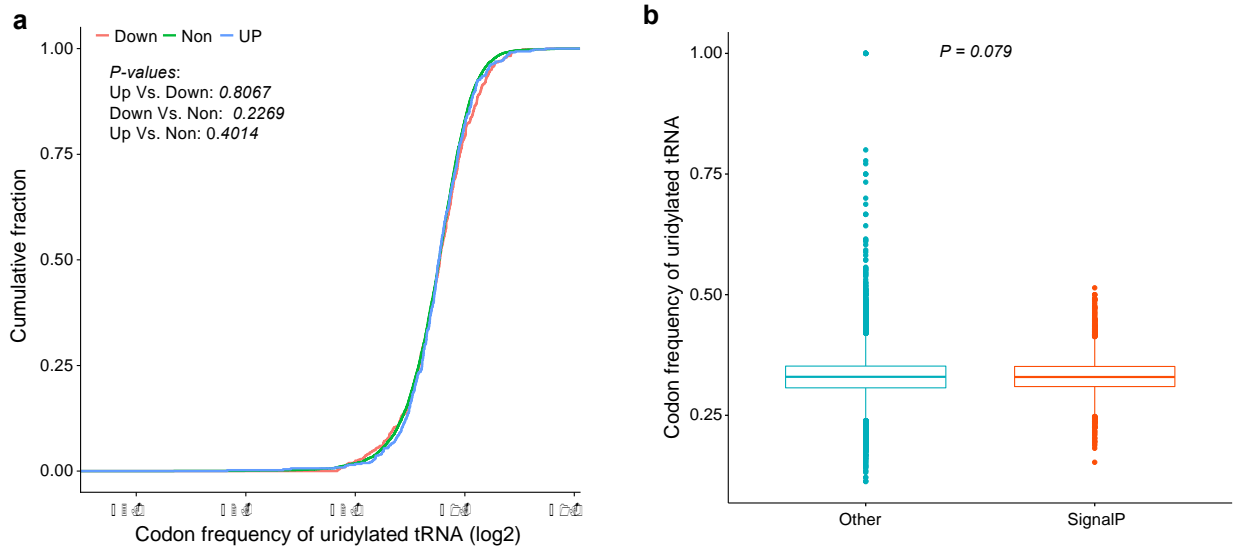

**Supplementary Figure 4. Normal codon usage frequencies in DIS3L2 knockout mESCs.** **a**, No significant changes were detected in codon frequencies of DIS3L2-targeted tRNAs among differentially translated (up or down) genes and Non-changed ones (P values are from two-sided Kolmogorov–Smirnov tests). **b**, No significant changes were detected in the codon frequencies of uridylated tRNAs among signal peptide-containing genes (SignalP) and rest of the expressed genes (Wilcoxon rank sum test). Box plots display the full range of variation on the basis of the five number summaries (minimum, first quartile, median, third quartile, and maximum). P value is from a two-sided Wilcoxon signed-rank test.

## Supplementary Figure 5

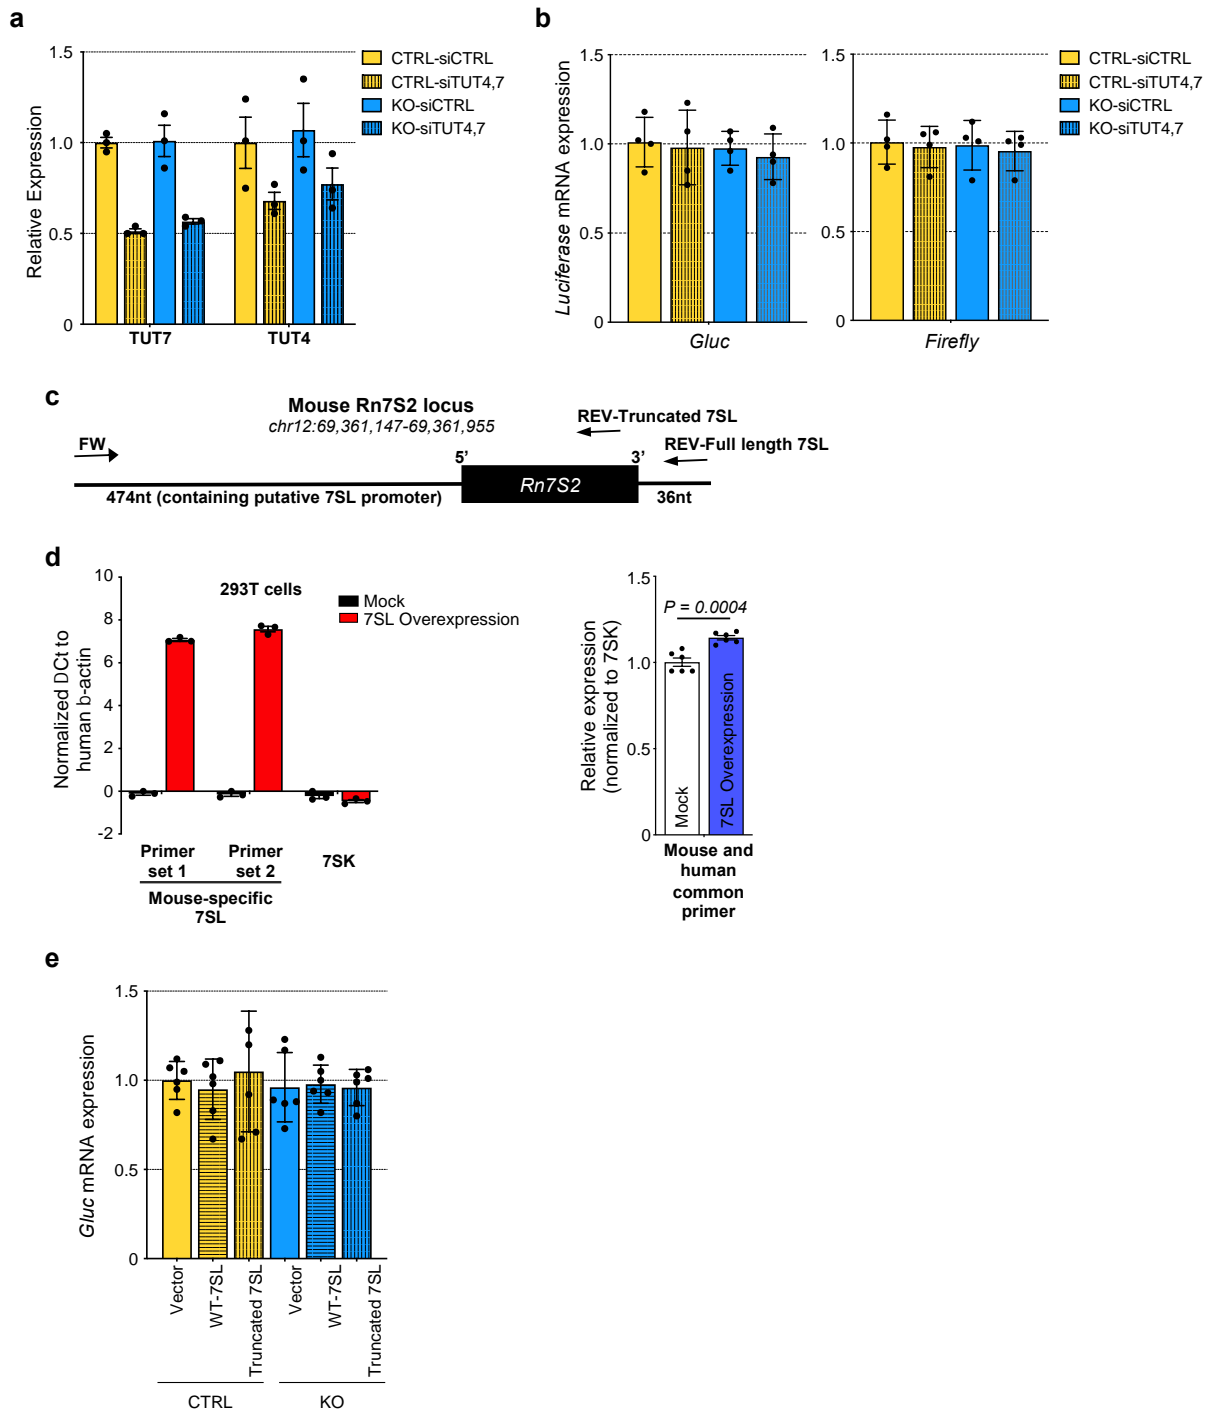

**Supplementary Figure 5. DIS3L2-mediated quality control of 7SL.** **a**, qRT-PCR analysis of TUTase depletion in control and DIS3L2 KO mESCs (n=3 independent experiments). **b**, qRT-PCR analysis of indicated luciferase mRNA expression related to Figure 3h (n=4 independent experiments). **c**,

Schematic representation of the 7SL RNA locus and the primer oligos used for amplification and cloning of the full-length WT and truncated 7SL RNA into pGEM-T easy vectors. **d**, Verification of ectopic expression of murine 7SL RNA in human HEK293T cells using mouse-specific (left) and common (right) primer sets (n=3 independent experiments). **e**, qRT-PCR analysis of indicated luciferase mRNA expression related to Figure 3i (n=6 independent experiments). Bars represent mean  $\pm$  SEM. *P* values (unpaired 2-tailed Student's t-test, 0.95 confidence intervals) are shown. Source data are provided as a Source Data file.

## Supplementary Figure 6

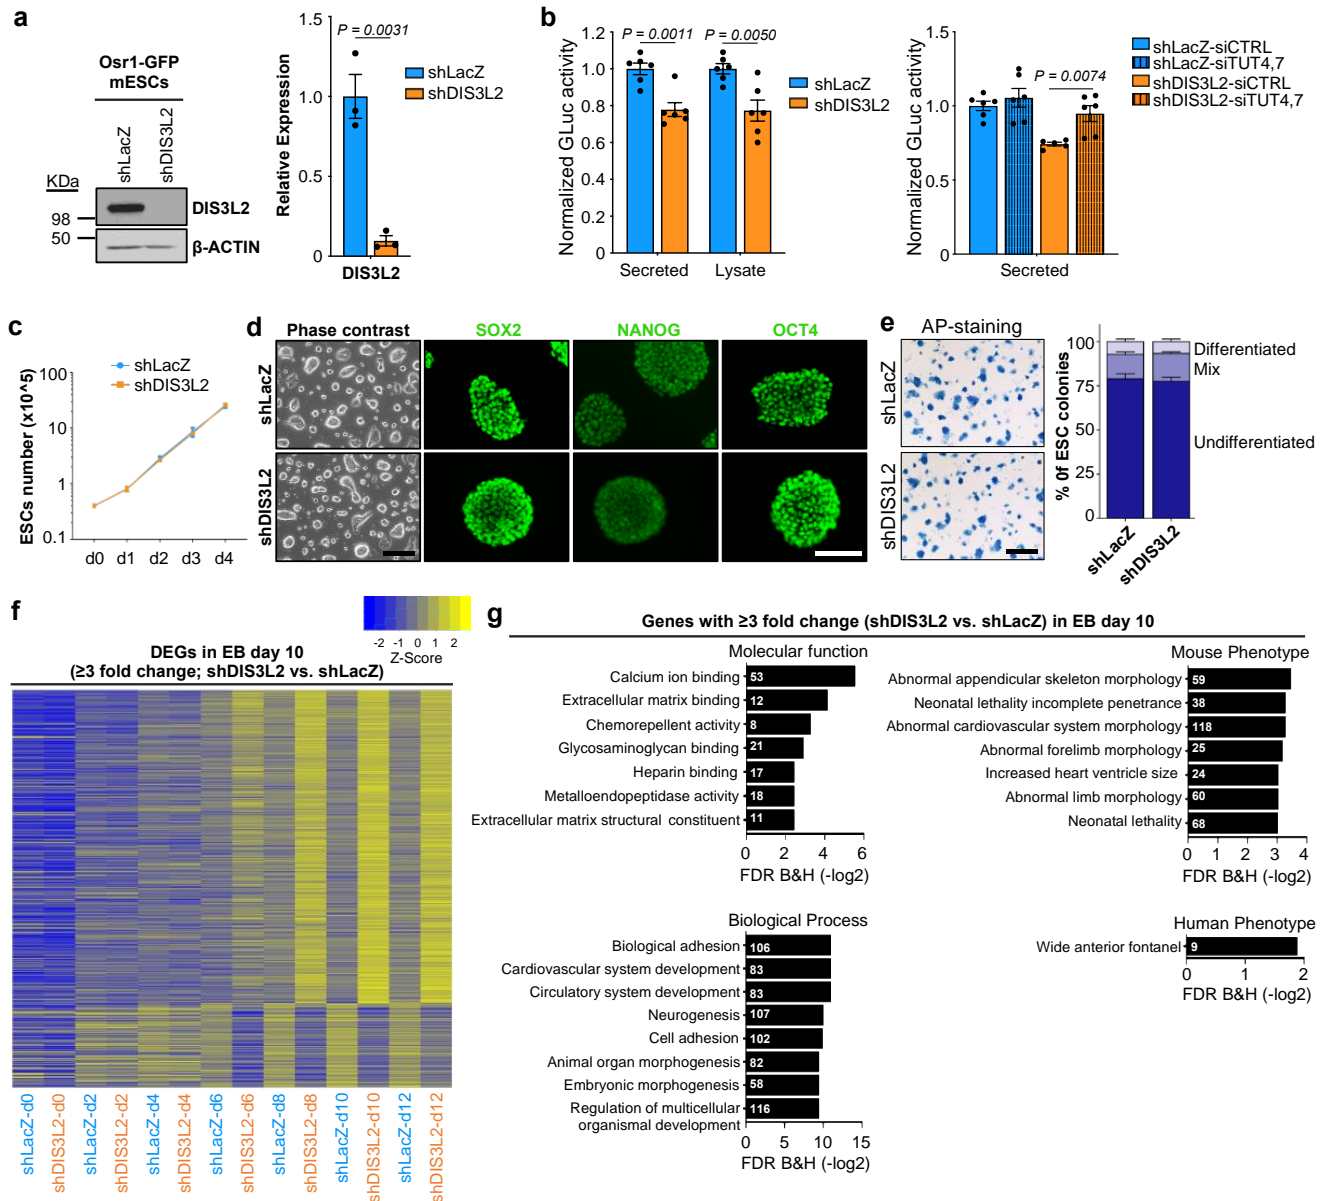

**Supplementary Figure 6. Dysregulated differentiation of DIS3L2-depleted mESCs.** **a**, Confirmation of DIS3L2 knockdown by western blot (left) and qRT-PCR (right) in Osr1-GFP reporter mESC line. Left panel: Representative images of three independent experiments with similar results are provided. Right panel: (n=3 independent experiments). **b**, Left panel: normalized activity of Gluc reporter in stable DIS3L2 knockdown mESCs. Right panel: the effect of TUTases depletion on Gluc reporter secretion in stable DIS3L2 knockdown mESCs (n=6 independent experiments). **c**, Cell proliferation of Osr1-GFP

reporter ESCs with stable DIS3L2, or LacZ depletion (n=3 biologically independent samples). **d**, Phase contrast images and immunofluorescent staining of pluripotency markers expression. Black scale bar = 200  $\mu\text{m}$ ; White scale bar = 100  $\mu\text{m}$ . **e**, Alkaline Phosphatase (AP) staining and quantification of Osr1-GFP reporter ESC lines (n=4 non-overlapping fields were measured). Scale bar = 200  $\mu\text{m}$ . 

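The genes at least 3-fold changed between shDIS3L2 and shLacZ EBs at d10 were followed over the days from d0 to d12. Of the 1199 genes higher in shDIS3L2 at d10, 556 were also at least 3-fold higher at d8, 209 at d6, 5 at d4, 1 at d2 and 6 at d0. Of the 431 genes lower at d10, 201 were also at least 3-fold lower at d8, 149 at d6, 35 at d4, 0 at d2 and 23 at d0. The median log2 fold of the genes higher at d10 was -0.41 at d0, -0.18 at d2, -0.05 at d4, 0.96 at d6, 1.66 at d8 and 2.10 at d12.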

In **d**, **e**, representative images of two independent experiments with similar results are provided. **f**, Heatmap representation of differentially expressed genes at d10 during the entire course of differentiation. **g**, Gene ontology analysis of DEGs from **(f)** at d10 of differentiation. numbers inside the bars indicate the number of DEGs associated with each biological terms. In **(a-c, e)**, bars representing mean  $\pm$  SEM and *P* values (unpaired 2-tailed Student's t-test, 0.95 confidence intervals) are indicated. Source data are provided as a Source Data file.

## Supplementary Figure 7

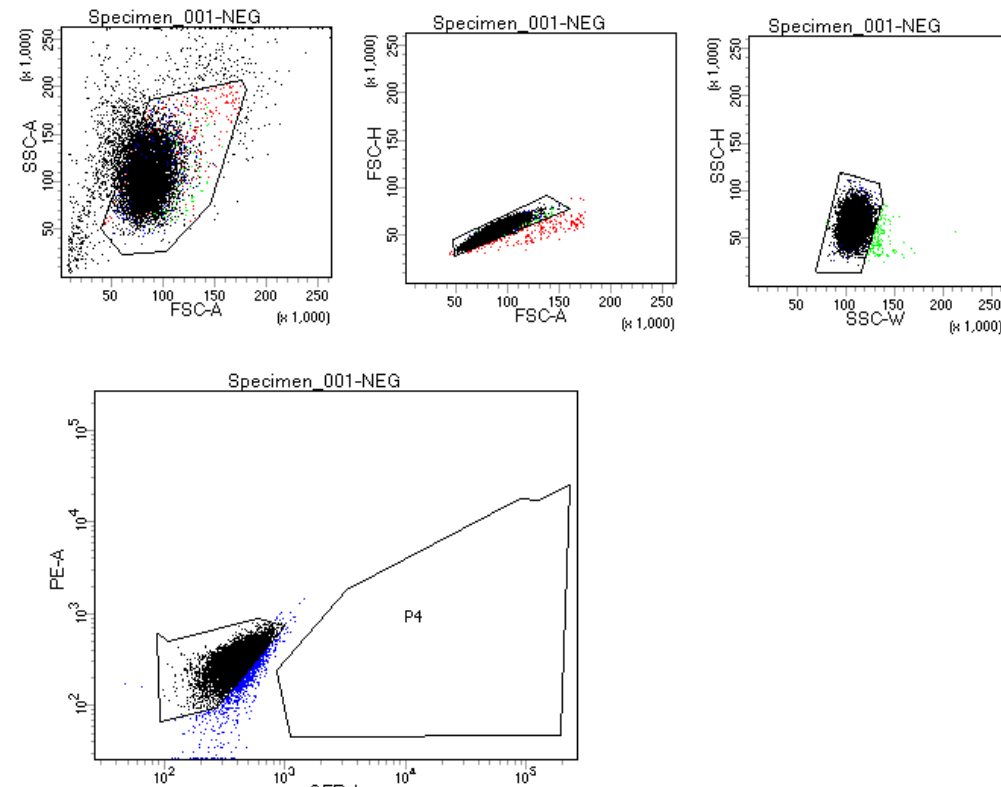

**Supplementary Figure 7. Gating strategy in flow cytometry analysis of Osr1-GFP<sub>positive</sub> cells.** Top panels: Debris and doublets were excluded based on forward and side scatter profiles. Bottom panel: GFP expression in negative control cells (undifferentiated ESCs).

### Supplementary Table 1: List of primers and oligonucleotides

| List of oligonucleotide primers and oligos                                             |                                                                                                          |                                                                                                                            |
|----------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------|
| NAME                                                                                   | SEQUENCE 5'-3'                                                                                           | NOTE                                                                                                                       |
| <b>qRT-PCR primers</b>                                                                 |                                                                                                          |                                                                                                                            |
| Renilla-FW                                                                             | CTGATCTGATCGGAATGGGTAAAG                                                                                 |                                                                                                                            |
| Renilla-REV                                                                            | CAAGCGGTGAGGTACTTGTTAG                                                                                   |                                                                                                                            |
| Firefly-FW                                                                             | ACAAGGCCCATGAAGAAGTATG                                                                                   |                                                                                                                            |
| Firefly-REV                                                                            | GAACTACTCGCATTAGGTGATG                                                                                   |                                                                                                                            |
| Gluc-FW                                                                                | CACGCCCAAGATGAAGAAGT                                                                                     |                                                                                                                            |
| Gluc-REV                                                                               | GAACCCAGGAATCTCAGGAATG                                                                                   |                                                                                                                            |
| Dlx3l2-FW                                                                              | GATCATGTGGAGCCC AAGATAAAG                                                                                |                                                                                                                            |
| Dlx3l2-REV                                                                             | CAGGAGTGCAGCTTCATAAG                                                                                     |                                                                                                                            |
| Six2-FW                                                                                | TCTCTCTCTCTCTCTCTCTCTCT                                                                                  |                                                                                                                            |
| Six2-REV                                                                               | GTCTACCCTCGTTCACTCAC                                                                                     |                                                                                                                            |
| LIM1-FW                                                                                | TAGCGTGAATGAGGAAGATG                                                                                     |                                                                                                                            |
| LIM1-REV                                                                               | CAGAGAATGAGGCAATTGGTCT                                                                                   |                                                                                                                            |
| IGF2-FW                                                                                | GCTGACCTCATTTCCCGATAC                                                                                    |                                                                                                                            |
| IGF2-REV                                                                               | GGCGTCTCTTCTGCTTCTTT                                                                                     |                                                                                                                            |
| Camk1 $\alpha$ -FW                                                                     | GCATCTGCCACAGAGATCTAAA                                                                                   |                                                                                                                            |
| Camk1 $\alpha$ -REV                                                                    | ACTCGATTCTGCTCATCTTG                                                                                     |                                                                                                                            |
| TUT7-FW                                                                                | ACCTGTGTTTCAGACCCTTAC                                                                                    |                                                                                                                            |
| TUT7-REV                                                                               | CAGCTGCATTCCCACTTTATC                                                                                    |                                                                                                                            |
| TUT4-FW                                                                                | GAAGACAGAAACAGACAACCA                                                                                    |                                                                                                                            |
| TUT4-REV                                                                               | CCTCCAAGCAAACAATC CAGTG                                                                                  |                                                                                                                            |
| b-Actin-FW                                                                             | CCAAACCGTGAAAAGATGACC                                                                                    |                                                                                                                            |
| b-Actin-REV                                                                            | CATCAACAATGCC TGTGTGAC                                                                                   |                                                                                                                            |
| 7SL-FW4-mouse_specific                                                                 | CCAGCTACTCGGGAGGCTGAGACA                                                                                 |                                                                                                                            |
| 7SL-REV1-mouse_specific                                                                | CTGATCAGCACGGGAGTTT                                                                                      |                                                                                                                            |
| 7SL-REV3-mouse_specific                                                                | TCACCATATTTGATGCCGAACTTA                                                                                 | This oligo was used for northern blot analysis of 7SL RNA                                                                  |
| <b>cRACE</b>                                                                           |                                                                                                          |                                                                                                                            |
| 7SL-cRACE-FW                                                                           | GACCACCAAGTTGCCTTAAG                                                                                     |                                                                                                                            |
| 7SL-cRACE-REV                                                                          | CTGATCAGCACGGGAGTTT                                                                                      |                                                                                                                            |
| <b>Cloning 7SL locus into pGEM-T easy vector</b>                                       |                                                                                                          |                                                                                                                            |
| 7SL-FW                                                                                 | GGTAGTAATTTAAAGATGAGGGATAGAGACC                                                                          |                                                                                                                            |
| 7SL-REV                                                                                | TACCCACGGACTAGCTTTCTCC                                                                                   |                                                                                                                            |
| <b>Cloning 7SL locus into pLKO.1 vector</b>                                            |                                                                                                          |                                                                                                                            |
| Sall_7SL-Fw                                                                            | COCCTTCACGGTCTGACTACCCACGGACTAGCTTTC                                                                     |                                                                                                                            |
| EcoRI_7SL_Trunc-REV                                                                    | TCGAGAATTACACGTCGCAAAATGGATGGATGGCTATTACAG                                                               | used for cloning truncated-7SL RNA                                                                                         |
| <b>Sub-cloning Renila luciferase</b>                                                   |                                                                                                          |                                                                                                                            |
| into U6 promoter-less plKO.1 vector                                                    |                                                                                                          |                                                                                                                            |
| Features: NheI - Insulin Signal Peptide Sequence - 3 aa linker - 5' start of the hRLuc |                                                                                                          |                                                                                                                            |
| Insulin_hRLuc_F_NheI                                                                   | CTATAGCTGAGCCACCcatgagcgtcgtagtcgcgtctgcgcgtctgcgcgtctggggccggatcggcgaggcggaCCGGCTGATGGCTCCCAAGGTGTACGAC | This oligo was used to insert signal peptide encoding sequence into the 5'-end of the Renila luciferase                    |
| Features: 3'- end of hRLuc - KDEL - Stop - XhoI                                        |                                                                                                          |                                                                                                                            |
| hRLuc_KDEL_R_XhoI                                                                      | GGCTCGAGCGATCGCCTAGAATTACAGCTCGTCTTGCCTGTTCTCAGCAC                                                       | This oligo was used to insert ER retention coding (KDEL) encoding sequence into the 3'-end of the Renila luciferase        |
| hRLuc_R_XhoI                                                                           | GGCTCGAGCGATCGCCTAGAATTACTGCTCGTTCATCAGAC                                                                | This oligo was used to amplify Renila luciferase without the insertion of the ER retention coding (KDEL) encoding sequence |

# Supplementary material for: The Perlman syndrome DIS3L2 exoribonuclease safeguards endoplasmic reticulum-targeted mRNA translation and calcium ion homeostasis
**Source:** Nat Commun. 2020 May 26;11:2619. doi: 10.1038/s41467-020-16418-y
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |     |           |
|-----|-----------|
| n/a | Confirmed |
|-----|-----------|
- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
  - ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
  - ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
  - ☒ ☐ A description of all covariates tested
  - ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
  - ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
  - ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
  - ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
  - ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
  - ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

*Provide a description of all commercial, open source and custom code used to collect the data in this study, specifying the version used OR state that no software was used.*

#### Data analysis

Subread v1.6.3 and featureCounts v1.6.3 were used to analyze RNA-sequencing data. For the Tail-sequencing data analysis R v3.6 and RStudio v1.2.1335 were used. The detailed information about this tool and home-made codes are published elsewhere and cited in this manuscript (Pirouz et. al., METHODS, 2019) and a brief description is provided in the Method section. "Prism-GraphPad" was used for statistical analysis as well as data depiction.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

RiboSeq data (GSE136350) and RNA-Sequencing data (136334) are deposited in GEO and are publicly available

# Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                 |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical model was used to predetermine sample size. For any in vitro experiment, "n" was chosen based on the previous publications in the field: at least 3 independent biological in vitro samples were tested. For qRT-PCR experiments, at least 3 technical replicates were analyzed. |
| Data exclusions | No specific data was excluded.                                                                                                                                                                                                                                                                  |
| Replication     | In the Figure legend, we stated how many number of replications were performed. We also stated P-value to show the statistical significance.                                                                                                                                                    |
| Randomization   | Experiments were not randomized. Cell cultures were randomly assigned to different groups or treatments.                                                                                                                                                                                        |
| Blinding        | The experiments were not blinded.                                                                                                                                                                                                                                                               |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | These antibodies were used for western blotting: anti-FLAG® M2-Peroxidase (HRP) (Sigma; A8592, 1:10000 dilution), anti-DIS3L2 (Novusbio; NBP1-84740, 1:1000 dilution), anti-b-ACTIN (Abcam; ab8227, 1:5000 dilution), anti-SRP68 (Proteintech Group; 11585-1-AP, 1:1000 dilution), anti-RPL23a (Proteintech Group; 16386-1-AP, 1:1000 dilution), anti-SIX2 (Abcam; ab111827, 1:500 dilution), anti-PAX2 (a kind gift from Dr. Kreidberg; 1:1000 dilution), anti-FGF9 (Abcam; ab206408, 1:1000 dilution). For immunoprecipitation, FLAG-M2-magnetic beads (M8823, Sigma), anti-RPL23a (Proteintech Group; 16386-1-AP), or normal rabbit IgG (Cell Signaling, 2729) were used.                                                                                                                                                                                                                                                                                                                                                                                                            |
| Validation      | Anti-FLAG® M2-Peroxidase (HRP) (Sigma; A8592): validated on recombinant FLAG peptide by Sigma, and widely used in the field. Anti-DIS3L2 (Novusbio; NBP1-84740): validated in-house using DIS3L2 wildtype and knockout cells as positive and negative controls, respectively. Anti-b-ACTIN (Abcam; ab8227): validated in western blot analysis of extract from mouse brain tissue lysate, HeLa cells, etc. by Abcam. Anti-SRP68 (Proteintech Group; 11585-1-AP): validated in western blot analysis of extract from mouse brain tissue by Proteintech Group. Anti-RPL23a (Proteintech Group; 16386-1-AP): validated in western blot analysis of extract from HepG2 cells by Proteintech Group. Anti-SIX2 (Abcam; ab111827): validated in western blot analysis of extracts from human, mouse and rat skeletal muscle tissues by Abcam. Anti-PAX2 (a kind gift from Dr. Kreidberg): Generated in-house and validated in western blot analysis of mouse kidney tissue lysate. Anti-FGF9 (Abcam; ab206408): validated in western blot analysis of recombinant human FGF9 protein by Abcam. |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                                                                                                                                        |
|----------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | mouse embryonic stem cells (TC1) line, a gift from Dr. Alt.<br>Human cancer cell line HEK 293T was purchased from ATCC.<br>Human cancer HCT116 line was purchased from ATCC.<br>Human skin fibroblast BJ line was purchased from ATCC. |
| Authentication                                                       | TC1 mouse ESC line was authenticated in-house by multi-lineage differentiation and expression of pluripotency markers.<br>HEK293T, HCT116, and BJ lines have been authenticated by ATCC.                                               |
| Mycoplasma contamination                                             | All the cell lines were tested negative for mycoplasma contamination.                                                                                                                                                                  |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell line was used.                                                                                                                                                                                          |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|---------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | 8.5 days after renal differentiation of Osr1-GFP cells (at metanephric mesenchyme stage), cell aggregates were dissociated with type 1 Collagenase 1.5 mg/mL (Worthington Biochemical) for 10 minutes at room temperature with gentle shaking. Dissociated cells were centrifuges, washed with PBS (Invitrogen) and resuspended in 500 ml PBS and analyzed by flowcytometry (BD FACSaria). Undifferentiated mESCs (not-expressing GFP) were used as the negative control. |
| Instrument                | BD FACSaria                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Software                  | Data were collected using DIVA (Becton Dickinson) software and analyzed using FlowJo software (Tree Star, Inc.).                                                                                                                                                                                                                                                                                                                                                          |
| Cell population abundance | No post-sorting analysis was done.                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Gating strategy           | Debris and dead cells were excluded by forward and side scatter gating. Gating for GFP positive and negative populations was selected using undifferentiated Osr1-GFP mESCs as negative controls (Extended Data Figure 7)                                                                                                                                                                                                                                                 |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: The Perlman syndrome DIS3L2 exoribonuclease safeguards endoplasmic reticulum-targeted mRNA translation and calcium ion homeostasis
**Source:** Nat Commun. 2020 May 26;11:2619. doi: 10.1038/s41467-020-16418-y
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Ribosome profiling analysis of DIS3L2 knockout mESCs.

File Name: Supplementary Data 2

Description: RNA sequencing analysis of gene expression in shLacZ and shDIS3L2 ESCs during differentiation.

File Name: Supplementary Data 3

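Fold changes of shDIS3L2 over shLacZ were recomputed from the counts for the genes and days of Supplementary Data 3. Of 176 folds compared, 175 were within 1.1 times of the paper's value. The exception was Fgf9 at d10, with 0 counts in shLacZ and 11 in shDIS3L2, for which the counts give at least 1.43-fold and any larger fold depends on the value added to the 0.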

Description: RNA sequencing analysis of selected genes expression in shLacZ and shDIS3L2 ESCs during differentiation with respective fold changes.

How the deposited data were processed for this re-analysis (not part of the article)

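RNA of EBs from the shLacZ and shDIS3L2 lines was sequenced at d0 (undifferentiated ESCs with LIF and 2i), d2, d4, d6, d8, d10 and d12, with 1 library per line and day. The paper's methods state that PolyA+ RNA was isolated and that the libraries followed a preparation guide for total RNA, and the deposited records list polyA RNA. The authors aligned the reads to GRCm38 (Ensembl release 88) with Subread and counted them per gene with featureCounts, and the counts were deposited as whole reads per gene without normalization. The deposited CPM values, made by the authors with edgeR, equal the CPM of the count plus 0.25 over the listed protein-coding genes, without scaling between libraries, after removal of low genes by a criterion that the paper's text does not name. This relation was checked for every listed gene and library. The gene length column of the count table was used only for the length trend. Gene symbols and types were taken from the deposited CPM table and GENCODE M21, which matched 50462 of the 50686 genes and left 224 without a type. A gene was taken as protein-coding where either source lists it as such.

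Between 7178712 and 39888099 reads were counted on genes per library, and 3 counts, the floor, correspond to 0.0752 CPM in the deepest library and 0.418 CPM in the shallowest. Intervals and floors cover counting error only, since PCR reads without molecular identifiers are not independent molecules. CPM was computed from the counts with library totals and a prior count of 0.25 scaled to library size. A gene was counted as changed on a day when its fold was at least 3 and its CPM at least 1 in 1 of the 2 libraries of the day, over protein-coding genes. The fold criterion is that of Fig. 5c. For the numbers that depth alone gives, the reads of each gene were redistributed 20 times between the 2 libraries of a day by their totals. Correlations, average-linkage clustering and principal components used log2(CPM + 1) of protein-coding genes with a CPM of at least 1 in 1 library.

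Genes differing between the lines were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F test, TMM, filterByExpr, Benjamini-Hochberg adjusted p under 0.05) over the 7 days and over d6 to d12, with day as a block, and for a change of the difference from d0, d2 and d4 to d6, d8, d10 and d12. These tests treat the days of 1 series as if they were replicates, so they do not test the lines against other cultures. DESeq2 1.42.0 was the alternative. Other splits of the libraries were fitted with the same edgeR test. List medians were set beside 10000 random lists of equal size, matched on mean log2(CPM + 1) in 20 bins, and their counting error was taken from 100 Poisson resamples of the counts. The other steps were run in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The TMM factors were 0.711 for shLacZ d0 and 0.623 for shDIS3L2 d0 and lay between 1.02 and 1.15 in the other 12 libraries. Protein-coding genes held 78.4% and 75.3% of the reads of the libraries of d0.

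The 19 gene lists and 8 gene families were written before the data were examined. The lists are the calcium genes named in the paper, the other genes of the calcium heat map, the Camk family genes not in it, the renal genes of the heat map, other nephron progenitor and podocyte genes, ER calcium handling, the unfolded protein response, SRP and TUTase genes, pluripotency, proliferation, imprinted genes expressed from the father and from the mother, Y chromosome genes with Xist, and mesenchyme-like, visceral endoderm-like, neural-like, cardiomyocyte-like, blood-like and endothelial-like markers. The families are collagens, laminins, cadherins and protocadherins, metalloendopeptidases, S100 genes and annexins, fibulins with fibrillins and thrombospondins, Hox genes and ribosomal protein genes. Of 3 Reactome sets from fgsea 1.28.0, extracellular matrix organization was used, with 98.9% of its 265 genes matched. The sets for SRP-dependent targeting and the unfolded protein response were left out, with 76.7% of 193 and 72.7% of 22 genes matched, by a limit chosen after the matching was seen. The genes named singly are Dis3l2, the genes of the heat maps and of the reported lists, and the 5 largest rises and 5 largest falls at d12 among protein-coding genes with a CPM of at least 10 at d12 and at least 3-fold changed the same way at d10. Single values of some genes under this rule are not reported here.

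The tests of the lines, the fold criterion, the list medians, the chromosome shifts and the intervals were tested on simulated data, while clustering, principal components and the splits of the libraries were not. With 200 planted changes, over the 7 days edgeR recovered 199 of 200 with 8 other calls and DESeq2 196 with 18. Over d6 to d12 they recovered 191 and 187 of 194 with 11 and 14 other calls, and for the change of the difference 162 and 159 of 200 with 6 and 9. The fold criterion recovered 200 of 200 with 14 other calls. A list of 15 genes raised 2-fold gave a median log2 fold of 0.99, a chromosome lowered by 0.3 a shift of -0.29, and 96.2% of the 95% intervals held the simulated fold. For the tests of the lines, libraries were drawn independently, with planted changes equal on all days concerned and no other difference between the lines. The intervals were tested on counts with Poisson error alone. The simulations therefore do not give the rate of false calls in the real series.

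The alternatives set before the data were examined were no minimum CPM or a minimum of 5, TMM or DESeq2 scaling of CPM, a prior count of 2, all genes in place of protein-coding genes, the deposited CPM values, folds whose counting interval excludes 1, library sizes in place of TMM, DESeq2, other count filters, no day block, a linear trend over days, each day left out, Spearman correlation, an offset of 0.1, complete linkage, other inputs of the principal components, random lists that were not matched, and a mean CPM of 1 for chromosome shifts. A minimum of 10 on the deposited CPM values, the removal of the trend on GC content and gene length, and DESeq2 size factors for the pluripotency genes were added after the data were examined. No sample was left out, and the count and CPM columns of each library were used. A gene ontology table and a table of mouse phenotypes were not used here, so the terms of Fig. 5h were not tested.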

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

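The tests of Dis3l2, of the small structured RNAs and of the 7SL genes were chosen only after the results were seen. The splits of the libraries were set before the data were examined.

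The knockdown was smaller late in the series. The difference in Dis3l2 between the lines changed by 1.61 on the log2 scale from d0, d2 and d4 to d6, d8, d10 and d12 (edgeR, standard error 0.29, adjusted p = 0.0112, between 2.57e-07 and 0.0417 over the alternatives and the fits without 1 day). The fold at d8 was 0.971 and its lower limit of 0.837 lies above the upper limit of 0.167 at d0, which argues against counting error. With TMM scaling the fold at d8 was 0.937, so scaling does not bring it down to that of d0. A swap or mixture of the late libraries would have reversed or reduced the lower level of chromosome 8 genes in shDIS3L2, and the smallest shift at d8, d10 and d12 was -0.26, close to that of the earlier days. The shift of chromosome 16 did become smaller, from -0.22 at d2 and -0.21 at d4 to -0.13 at d8, -0.05 at d10 and -0.04 at d12, so it does not argue against a mixture. A mixture that brought Dis3l2 to the shLacZ level would also leave few other differences, whereas 737 genes were at least 3-fold higher and 499 lower at d8. A loss of knockdown in the culture, such as silencing of the shRNA or outgrowth of cells without it, stays open, because the shRNA itself was not analysed here. The differences at d8 and d10, which are among the largest, are thus between libraries with nearly the same Dis3l2 level on the day of sampling, and an effect of the earlier knockdown could not be separated from another difference between the 2 lines.

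In 2023 genes, the difference between the lines itself changed from d0, d2 and d4 to d6, d8, d10 and d12. Of the 35 choices of 4 late days among 7, only the real one gave as many genes. The late days were taken from Fig. 5c, which shows these same libraries, and neighboring days of a line resemble each other. The comparison therefore cannot decide whether the grouping is arbitrary. The number was 524 without d2, 626 without d10, 727 without d8 and 1209 without d0, and with library sizes only in place of TMM it was 1554 (1139 toward higher and 415 toward lower). Over the 7 days, only the real assignment among 64 exchanges of the 2 libraries within days gave as many genes (1147). Over d6 to d12 it was 1 of 8, and 8 exchanges are too few to reach a share under 0.05. Days of 1 series are not independent, so neither set of exchanges tests the lines against other cultures. The counts also contain chromosome 8, which holds 5.42% of the genes tested over the 7 days and 26.6% of those lower. Differentiation stage and time in culture run together in this series, and no biological explanation was tested.

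Small structured RNAs, which the paper's RNA-seq results do not discuss, held 698 CPM in the shDIS3L2 library of d0 and 31.9 CPM in that of shLacZ, a fold of 21.9 (95% interval 20.7 to 23.2). Other RNAs without a poly(A) tail were higher too. Histone genes of the Hist clusters rose 2.08-fold (1.95 to 2.23), and the ribosomal transcript Gm42418 11.0-fold, while snoRNAs rose 1.24-fold. The paper's methods name PolyA+ RNA but a library preparation guide for total RNA, so how far RNA without a poly(A) tail was to be removed is uncertain, for these values and for 7SL. A less complete selection of polyadenylated RNA in that library may contribute, but the rises are unequal and the test on histones decides neither way. The knockdown of Dis3l2 may contribute too. At d2, when Dis3l2 was still at 28.1%, the small structured RNAs together were at 1.22-fold (1.08 to 1.38), and at d4, at 32.1%, at 0.637-fold (0.538 to 0.756). With 1 library of d0 per line, library preparation and knockdown cannot be told apart for these RNAs.

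The 3 genes annotated as 7SL had 1 read in shLacZ and 16 in shDIS3L2 at d2, at least 6.57-fold more, with a lower limit of 3.06. A wider group of 7SL, Rmrp, vault and Y RNA genes, looked at before, had 6 and 63 reads, a fold of 12.9 (5.63 to 36.6). At d0 the 7SL genes had 6 and 183 reads, a fold of 45.9 (20.7 to 127), in the library with the general excess of RNA without a poly(A) tail. Both groups were chosen after their values were seen, and near-identical copies make 7SL counts uncertain. Of 26 small structured RNA genes with at least 10 reads at d2, 4 had an interval above 1 (Rmrp, Vaultrc5, Rn7s6 and Gm22580, singled out after their values were seen) and 0 had one below 1. Gm42418 was at 0.802-fold at d2 and the histone genes at 0.853-fold, so a general excess of RNA without a poly(A) tail was not seen in that library, although neither stands for RNAs as short as these. The small structured RNAs Rn7sk, Rpph1 and n-R5s103 together rose 19.0-fold at d0. At d2 they were at 1.14-fold (0.845 to 1.54), on 95 and 88 reads. This upper limit lies below the lower limit of 5.63 of the wider group. It argues against less complete selection as the whole cause of the rise of that group at d2. At d4 the 7SL genes had 1 and 2 reads, and the upper limit of 40.9-fold leaves an increase open, whereas the wider group had 7 and 6 reads, a fold of 0.297 (0.0825 to 1.03), which goes against an increase while Dis3l2 was still low. At d12 the wider group was lower, with a fold of 0.315 (0.130 to 0.689). A part played by incomplete selection stays open. Whether Dis3l2 knockdown raised these genes cannot be told, since their reads are too few and the wider group was not higher at d4.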

How the results depend on the processing

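The choices below were set before the data were examined, apart from the minimum of 10 on the deposited CPM values, the removal of the trend on GC content and gene length, and the DESeq2 size factors for the pluripotency genes, which were chosen after seeing the data. Of the values recomputed for the main results, 644 kept their direction and their side of the threshold, or moved by less than counting error or 1.5 times, 145 moved further and 2 passed a threshold that the value first reported did not. For Dis3l2, the gene recomputed with a test, no value reversed or fell back under its threshold. Numbers of genes called by the tests were compared as counts only, and some fell far. Of the 1147 genes called over the 7 days, 8 stayed called without d10 and 0 without the day block. Among medians near 0, which have no test, the sign changed for SRP and TUTase genes at d12, for Y chromosome genes with Xist at d12 (-0.07 with TMM and -0.05 with DESeq2 scaling) and for the renal genes at d0 (0.11 with DESeq2 scaling). Of 330 values recomputed for single named genes, 326 stayed within counting error and 4 moved. With 1 library per line and day, a spread between replicates was not available, and counting error is narrow for abundant genes.

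Numbers of genes at least 3-fold changed moved most with the minimum CPM. Without a minimum, the genes higher and lower were 696 and 1001 at d0, 568 and 930 at d2, 1087 and 1105 at d4, 1075 and 1821 at d6, 1648 and 1556 at d8, 2613 and 1070 at d10 and 2195 and 912 at d12, and those shared by d10 and d12 were 1321 and 276. These added genes lie under a CPM of 1 in both libraries, by construction. With a minimum CPM of 5, they were 20 and 92 at d0, 3 and 4 at d2, 14 and 61 at d4, 188 and 294 at d6, 458 and 261 at d8, 752 and 217 at d10 and 668 and 71 at d12. With a minimum of 10 on the deposited CPM values, they were 15 and 49 at d0, 1 and 3 at d2, 10 and 39 at d4, 147 and 225 at d6, 364 and 212 at d8, 610 and 164 at d10 and 503 and 48 at d12. The genes higher outnumbered those lower at d8, d10 and d12 under each of these settings and under TMM and DESeq2 scaling, and not at d6.

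Scaling moved the numbers at d0, to 120 genes higher with TMM and to 175 higher and 122 lower with DESeq2 size factors. The same size factors gave a fold of Dis3l2 of 0.179 at d0 and a median of -0.081 for the named calcium genes at d0. TMM moved the median of the pluripotency genes at d0 to -0.26 and DESeq2 size factors moved it to -0.062. The shift of all genes at d0 between scalings accounts for these moves. At d12, TMM and DESeq2 scaling lowered list medians by about the same amount each, to -0.29 and -0.27 for the other genes of the calcium heat map, -0.21 and -0.20 for ER calcium handling, -0.35 and -0.34 for the unfolded protein response, -0.062 and -0.046 for SRP and TUTase genes, which were at 0.04 before, 2.64 and 2.66 for mesenchyme-like and -1.48 and -1.47 for visceral endoderm-like markers, 0.13 and 0.15 for imprinted genes expressed from the father, -0.34 and -0.32 for proliferation and 0.012 and 0.028 for ribosomal protein genes. For all genes, in place of protein-coding ones, 145 were higher and 572 lower at d0, and 26 and 31 at d2. A prior count of 2 gave 11 genes lower at d2 and medians of 1.79 for collagens and 1.50 for cadherins and protocadherins at d10. Without matching on expression, the percentile was 2.43 for the renal genes at d4, 81.9 for imprinted genes expressed from the father at d12 and 77.9 for ribosomal protein genes at d12. The cause was not tested.

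Correlations of the 2 lines with an offset of 0.1 were 0.985 at d0, 0.992 at d2, 0.983 at d4, 0.966 at d6, 0.953 at d8, 0.933 at d10 and 0.948 at d12. Without a minimum they were 0.989, 0.996, 0.992, 0.982, 0.974, 0.963 and 0.973. Spearman's rho was 0.987 at d0 and 0.959 at d12. With complete linkage the libraries of d12 joined at a height of 0.0576. The first and second principal components held 44.9% and 24.4% with genes scaled to unit variance, 67.5% and 14.8% over the 1000 most variable genes, 89.1% and 5.82% with the libraries as variables and 54.5% and 20.5% with an offset of 0.1. After the trend on GC content and gene length was removed, the shift of chromosome 8 was -0.18 at d0, -0.19 at d2, -0.27 at d4 and -0.27 at d10, and that of chromosome 16 was -0.18 at d4. With a mean CPM of at least 1, the shift of chromosome 16 was -0.22 at d2 and -0.049 at d12. The cause was not tested.

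Over the 7 days, DESeq2 gave 1073 genes higher and 1449 lower, no filter beyond 1 count gave 847 and 1246, and at least 10 counts in every library left 250 higher, among fewer genes tested. Without the day block, 0 genes were called higher and 0 lower, with 627 at an unadjusted p under 0.05. Across the 7 fits that each left out one day, the genes higher ranged from 1 (without d10) to 841 (without d0) and those lower from 7 (without d10) to 1348 (without d0). The fits without d8 and d12 gave 4 and 2 higher and 9 and 10 lower, and the fit without d6 gave 31 and 71, while that without d2 gave 754 higher. Over d6 to d12, the fit without the day block gave 1895 higher and 1439 lower. The 4 fits that each left out one day ranged from 1695 to 3440 higher and from 1641 to 3237 lower, with 1784 and 1665 without d8 and 1695 and 1641 without d10. For the change of the difference between the lines, library sizes alone gave 415 toward lower, a linear trend over days 371 toward lower, and no filter beyond 1 count 1788 toward higher. The 7 fits that each left out one day ranged from 315 (without d2) to 1169 (without d6) toward higher and from 209 (without d2) to 982 (without d6) toward lower, with 431 and 296 without d8, 363 and 263 without d10 and 506 toward lower without d0. Fewer libraries enter a fit without a day, and no other cause was tested.

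The log2 fold of Dis3l2 over the 7 days, -1.08 with an adjusted p of 0.0599 in edgeR, was -1.05 in DESeq2 (adjusted p 0.0068) and -1.07 without a filter in edgeR (adjusted p 0.0119). In the other settings the adjusted p of edgeR ranged from 0.0661 to 1.00. The depth limits genes with few reads most at d4 and d10, where the shLacZ libraries are the smallest and a gene at the floor cannot be told from one at 0.418 CPM (d4) or 0.363 CPM (d10).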

Differences from the paper's values

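The numbers of genes at least 3-fold changed were larger than those of the paper, which were read by eye. The paper's values for d0 are about 20 genes higher and about 81 lower in Fig. 5c, read by eye, against 71 and 274 here. For d4 they are about 17 higher and about 41 lower in Fig. 5c, read by eye, against 47 and 219. For d6 they are about 130 higher and about 160 lower, against 350 and 549. For d8 they are about 300 higher and about 160 lower, against 737 and 499. For d10 they are about 460 higher and about 140 lower, against 1199 and 431. For d12 they are about 410 higher and about 44 lower, against 1133 and 210. Among the alternatives set before the data were examined, a minimum CPM of 5 brought the numbers higher at d0 (20), d4 (14) and d6 (188) and lower at d0 (92) and d4 (61) to within 1.5 times of the paper's values. None of those alternatives did so for the genes lower at d6 or for either direction at d8, d10 and d12. A minimum of 10 on the deposited CPM values, chosen after seeing the values, gave 15 genes higher at d0, 39 lower at d4, 147 higher and 225 lower at d6, 364 and 212 at d8, 610 and 164 at d10 and 503 and 48 at d12, each within 1.5 times of the paper's. It did not for the genes lower at d0 (49) or higher at d4 (10).

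The first principal component held 55.4% of the variance, against the paper's about 36% in Fig. 5e, read by eye, and the second 21.7%, against about 8%. With genes scaled to unit variance the first component held 44.9%, within 1.5 times of the paper's value, and with the libraries as variables the second held 5.82%. None of the alternatives set before the data were examined closed both gaps.

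The paper states that Regucalcin expression increased, and Rgn was 10.6-fold higher (4.67 to 31.0) at d6 and 1.68-fold (1.02 to 2.85) at d8, while a difference was not detectable at d10 (1.94, 0.944 to 4.55) or d12 (1.45, 0.645 to 3.45).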

Other observations

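The tests of the pluripotency genes, of a faster pace and of chromosome 8 against 50% and by the spread of each window were chosen only after the results were seen.

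Genes of chromosome 8 were lower in shDIS3L2 than in shLacZ on each day. The median log2 fold of 697 genes with a mean CPM of at least 5, relative to all genes, was -0.15 at d0, -0.20 at d2, -0.25 at d4, -0.29 at d6, -0.26 at d8, -0.32 at d10 and -0.31 at d12. Chromosome 16 had shifts of -0.13, -0.22, -0.21, -0.15, -0.13, -0.05 and -0.04, and the other 18 chromosomes lay between -0.07 and 0.12. After removal of the trend on GC content and gene length the smallest shift of chromosome 8 was -0.18, which argues against that trend as the whole cause. The share of the genes below the median of all genes was lowest at d0, at 64.1%. This missed the 65% that had been set beforehand to exclude a few strongly changed genes. Judged against 50%, a criterion chosen later, its lower limit of 60.4% argues against a few genes as the cause. For a copy number difference of the whole chromosome, all 13 windows of 10 Mb with at least 10 genes had been asked to be negative at d2, and 12 were. The exception, 50000001 to 60000000, held 15 genes and had an interval of -0.24 to 0.10, so it excludes little. Its median was also positive at d10, at 0.10, and negative on the remaining days. By the spread of each window, a criterion chosen later, 1 window, 1 to 10000000, lay above the shift of the chromosome, at -0.13 (-0.18 to -0.02). Among 13 intervals of 95% 1 such window may arise by chance on a single day. The median of this window lay above the shift on the other days too, such as -0.17 against -0.32 at d10 and -0.12 against -0.15 at d0. This goes against chance at d2 alone. A copy of 2 against 3 would give -0.58, and 2 against 2.5, as in a mixture of cells, -0.32. A copy number difference in part of the cells or part of the chromosome is a hypothesis that expression values of 1 series cannot settle. Chromosome 8 genes made up 26.6% of the genes lower over the 7 days. On single days they were 5.29% to 5.49% of the genes compared and 5.94% to 11.8% of those at least 3-fold lower, the highest at d2 from 2 of 17 genes.

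At d10, 1199 genes were at least 3-fold higher and 431 lower. The shDIS3L2 library of d10 had 2.56 times the reads of shLacZ, but with its reads thinned to the shLacZ total 1202 genes were higher and 474 lower. After removal of the trend on GC content and gene length, 1142 were higher and 462 lower, and with TMM scaling 1173 and 436. Redistribution of reads by depth alone gave a mean of 13.2 genes higher. None of these 4 technical explanations accounts for the excess of genes higher, and since the level of Dis3l2 was nearly the same in both libraries of d10, its origin in the knockdown is a hypothesis.

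The paper reports that d12 EBs of DIS3L2-depleted cultures gave ESC colonies when replated. In the RNA of EBs, the median log2 fold of the 18 pluripotency genes was -0.06 at d2, -0.62 at d4, -2.67 at d6 (-2.56 with genes at the floor set to their bound), -1.99 at d8, -1.04 at d10 and -0.48 at d12, and 14 of 18 were at least 3-fold lower at d6. All 18 had a CPM of at least 1 in shLacZ at d12, and Lin28a, the most abundant at d10, had 351 CPM in shLacZ and 94.5 CPM in shDIS3L2. Lin28a rose from d0 to d12, from 71.5 to 320 CPM in shLacZ and from 59.4 to 115 CPM in shDIS3L2. Its level at d10 therefore does not mark undifferentiated cells. Fewer undifferentiated cells in the shDIS3L2 EBs could lower these genes. At d6, visceral endoderm-like markers had a median of -1.86 (-1.77 with bounds) while mesenchyme-like markers had one of 1.73. Fewer undifferentiated cells by themselves would raise both lists, so they are not the only difference between the lines. As the cause of the lower pluripotency genes they stay open. RNA of whole EBs does not show rare cells, so the colonies are outside of what these values cover.

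Lists of cell type markers moved apart. Mesenchyme-like markers had medians of 2.43 at d8, 3.10 at d10 and 2.74 at d12 (Col3a1, the most abundant at d10, 697 CPM in shLacZ and 7502 CPM in shDIS3L2), and visceral endoderm-like markers -1.85, -1.62 and -1.39 (Apob, 2656 and 675 CPM). Cardiomyocyte-like markers had medians of 2.83 at d8 (1.79 with bounds), 2.78 at d10 and 1.37 at d12 (Actc1, 3.15 and 44.5 CPM at d10). Neural-like markers were at 0.19 at d8, -0.76 at d10 (-0.77 with bounds) and -1.32 at d12 (Nes, 35.3 and 55.6 CPM at d10), blood-like markers at 0.20 at d8 (percentile 85.1), 0.49 at d10 (percentile 88.8) and 2.28 at d12 (2.24 with bounds; Hbb-y, 25.7 and 51.9 CPM at d10) and endothelial-like markers at 0.59 at d6 (percentile 99.7), -0.11 at d8, -0.16 at d10 and -0.71 at d12 (Kdr, 26.4 and 182 CPM at d10). In shLacZ at d12, a CPM of at least 1 was reached by 16 of 17 mesenchyme-like, 17 of 17 visceral endoderm-like, 11 of 14 cardiomyocyte-like, 11 of 15 neural-like, 8 of 12 blood-like and 11 of 11 endothelial-like markers, so the control EBs express most of them. Of the cardiomyocyte-like markers 1 is also in another list, and 0 of these markers were picked by the study. Imprinted genes expressed from the father were lower early, with medians of -0.92 at d0 (-0.74 with bounds), -0.55 at d2 and -0.74 at d4. These lay at percentiles 0.25, 0 and 0, and all 13 genes were lower at d2. Their medians were 0.60 at d6, 0.58 at d8, 1.05 at d10 and 0.23 at d12. Imprinted genes expressed from the father thus went both ways, and those expressed from the mother had medians of 2.10 at d8, 1.21 at d10 and 1.83 at d12. Igf2 is the 1 gene of the former that the study picked.

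The shDIS3L2 libraries of d8, d10 and d12 could lie apart from shLacZ because 1 shared time course ran at another pace. The highest correlation of a late shDIS3L2 library with any shLacZ library was 0.959, below the 0.989 between the lines at d4, so no sampled day of shLacZ comes as close. By the criterion set beforehand this excludes another pace, but that criterion did not cover a pace so fast that the last day sampled in shLacZ was passed. On the first principal component the late shDIS3L2 libraries lay at 72.7 or higher, beyond the 50.3 of shLacZ d12, so by this component a faster pace stays open. A pace past the last shLacZ day would put shLacZ d12 closest. For d8 of shDIS3L2 the closest shLacZ library was that of d8 (0.959, against 0.945 for d12), which goes against it. For d10 of shDIS3L2 the closest was that of d8 (0.948, against 0.942 for d10 and 0.947 for d12). For d12 it was that of d12 (0.957), which leaves a faster pace open.

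Genes of the unfolded protein response went both ways. Their median was -0.52 at d0 (percentile 0.155), with 20 of 21 lower, when the median of all compared genes was -0.32. It was 0.19 at d4 (percentile 99.8), 0.16 at d6 (percentile 95.1), -0.25 at d10 (percentile 6.6) and -0.26 at d12 (percentile 0.61). SRP and TUTase genes had medians of 0.17 at d2 (percentile 99.9), 0.10 at d4 (percentile 92.6), 0.19 at d6 (percentile 95.6) and 0.04 at d12 (percentile 69.3), which was -0.06 with TMM scaling. Proliferation genes had a median of -0.44 at d0 (percentile 0.09), with 14 of 15 lower. Their medians were 0.16 at d4 (percentile 99.6) and -0.24 at d12 (percentile 2.16). Y chromosome genes with Xist had medians of -0.64 at d4 (percentile 0.43) and 0.03 at d12 (percentile 50.7), which was -0.07 with TMM scaling. Hox genes had medians of 1.13 at d10 and 1.17 at d12 (1.04 and 0.92 with bounds). Ribosomal protein genes had medians of 0.20 at d0, 0.24 at d2 and 0.16 at d4, at percentile 100 on each of these days. Their medians were -0.04 at d6, 0.05 at d8, 0.03 at d10 and 0.11 at d12.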
